# Vaginal microbes alter epithelial transcriptomic and epigenomic modifications providing insight into the molecular mechanisms for susceptibility to adverse reproductive outcomes

**DOI:** 10.21203/rs.3.rs-3580132/v1

**Published:** 2023-11-16

**Authors:** Michal Elovitz, Lauren Anton, Ana Cristancho, Briana Ferguson, Andrea Joseph, Jacques Ravel

**Keywords:** cervix, epithelial cells, lactobacillus crispatus, gardnerella vaginalis, RNA-seq, anti-microbial peptides, NLRP3 inflammasome, ATAC-seq, chromatin, women’s health

## Abstract

The cervicovaginal microbiome is highly associated with women’s health with microbial communities dominated by *Lactobacillus* spp. being considered optimal. Conversely, a lack of lactobacilli and a high abundance of strict and facultative anaerobes including *Gardnerella vaginalis*, have been associated with adverse reproductive outcomes. However, the molecular pathways modulated by microbe interactions with the cervicovaginal epithelia remain unclear. Using RNA-sequencing, we characterize the *in vitro* cervicovaginal epithelial transcriptional response to different vaginal bacteria and their culture supernatants. We showed that *G. vaginalis* upregulated genes were associated with an activated innate immune response including anti-microbial peptides and inflammasome pathways, represented by NLRP3-mediated increases in caspase-1, IL-1β and cell death. Cervicovaginal epithelial cells exposed to *L. crispatus* showed limited transcriptomic changes, while exposure to *L. crispatus* culture supernatants resulted in a shift in the epigenomic landscape of cervical epithelial cells. ATAC-sequencing confirmed epigenetic changes with reduced chromatin accessibility. This study reveals new insight into host-microbe interactions in the lower reproductive tract and suggest potential therapeutic strategies leveraging the vaginal microbiome to improve reproductive health.

## Introduction

The female lower reproductive tract is comprised of a complex ecosystem made up of host epithelial and immune cells, microorganisms including the microbiome (bacteria) ^1^, mycobiome (fungi) ^2^, virome (viruses) ^3,4^ and their metabolites. The cervicovaginal microbiome has become the focus of many studies due to its highly integrated and complex role in reproductive health and disease. Using high throughput 16S rRNA gene sequencing, the vaginal microbiota composition has been well characterized in both non-pregnant and pregnant individuals ^5–7^. The vaginal microbiome has traditionally been defined by the presence or absence of *Lactobacillus* spp. ^5,8,9^. Cervicovaginal microbial communities dominated by *Lactobacillus* spp. are generally considered optimal and associated with positive reproductive health outcomes, while those lacking lactobacilli and comprising a wide array of strict and facultative anaerobes are associated with a diverse spectrum of adverse gynecological and reproductive outcomes including infertility ^10,11^, sexually transmitted infections (STIs) (human papilloma virus (HPV) ^12^ and human immunodeficiency virus (HIV)) ^13^, and pregnancy complications (preterm birth) ^14,15^. Although the cervicovaginal microbiome is less taxonomically diverse than those found at other body sites, the identification of con-specific genotypes cohabitating in the vaginal microbiome adds to the complexity of these communities ^16^. Despite these advances in vaginal microbiome characterization and its association with clinical outcomes, there is a paucity of data regarding the precise mechanisms by which vaginal microbes modulate the functioning of host epithelia and promote adverse health outcomes.

The vaginal microbiome interacts with the epithelial barriers of the cervicovaginal space. The cervicovaginal epithelial barrier is unique as the epithelial cells that line this space have different embryological origins resulting in distinct cell-specific functions including mucus production ^17–20^. The cervicovaginal epithelial barrier acts as the primary site of entry for invading pathogens and disruption of the barrier is associated with adverse health outcomes including increased risk of STI (*e.g*., chlamydia, gonorrhea. HIV) acquisition ^21,22^. Undoubtedly, revealing the molecular mechanisms by which vaginal microbes modulate host responses in the lower reproductive tract is necessary to understand how vaginal microbial communities drive reproductive health and disease. Therefore, the objectives of this study were to 1) perform discovery-based RNA-sequencing to identify genes and functional pathways in cervical and vaginal epithelial cells that are altered after exposure to *G. vaginalis* or *L. crispatus* and their culture supernatants, 2) elucidate and speciate the immune pathways activated by *G. vaginalis* and 3) identify molecular mechanisms by which *L. crispatus* optimizes cervical and vaginal epithelial function.

## Results

### Cervicovaginal epithelial cell gene transcription and associated functional pathways are differentially modulated by L. crispatus, G. vaginalis and their culture supernatants

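RNA was sequenced from ectocervical, endocervical and vaginal epithelial cell lines after 24 h with live bacteria or with bacteria-free culture supernatants at 1% v/v. Each of the 3 cell types has 7 groups of 3 libraries, which gives 63 libraries in all. The groups are live *L. crispatus*, live *G. vaginalis*, the supernatant of each, non-treated cells beside the live bacteria (NTC), the bacterial growth medium NYCIII as control of the supernatants, and non-treated cells beside the supernatants (NTsup). The authors prepared stranded libraries from polyadenylated RNA, sequenced single reads at a stated median depth of 41 M reads, quantified transcripts with Salmon against the GRCh38 human genome and summarized them to genes with tximeta. The deposited values are estimated reads per gene, neither normalized nor rounded, for 60230 genes, and 13.8% of them are not whole numbers. They were rounded to whole numbers here. The total assigned to genes ran from 12.9 to 95.7 M estimated reads per library, with a median of 37.9 M. In ectocervical cells the median total, with the range of the 3 libraries in parentheses, was 43.3 M (12.9 to 58.3) in NTC, 41.0 M (36.6 to 41.2) after live *L. crispatus* and 33.2 M (32.6 to 35.5) after live *G. vaginalis*. For the supernatant experiment in these cells it was 38.7 M (36.5 to 44.5) in NTsup, 46.3 M (39.3 to 75.0) in NYCIII, 54.9 M (37.8 to 64.0) after *L. crispatus* culture supernatants and 41.5 M (40.4 to 41.7) after *G. vaginalis* culture supernatants. In endocervical cells it was 34.9 M (34.5 to 39.6) in NTC, 42.1 M (37.3 to 43.4) after live *L. crispatus* and 32.3 M (30.8 to 32.8) after live *G. vaginalis*, and in the supernatant experiment 33.4 M (32.7 to 34.1) in NTsup, 32.4 M (32.1 to 37.2) in NYCIII, 46.2 M (37.8 to 46.9) after *L. crispatus* culture supernatants and 41.8 M (38.1 to 42.4) after *G. vaginalis* culture supernatants. In vaginal cells it was 39.0 M (37.9 to 42.4) in NTC, 34.8 M (32.7 to 36.2) after live *L. crispatus* and 89.4 M (66.5 to 95.7) after live *G. vaginalis*, and in the supernatant experiment 35.0 M (31.3 to 55.8) in NTsup, 32.8 M (32.6 to 34.3) in NYCIII, 32.7 M (31.5 to 33.4) after *L. crispatus* culture supernatants and 84.2 M (81.2 to 89.4) after *G. vaginalis* culture supernatants. Counts were scaled by edgeR's TMM method and compared with its quasi-likelihood test in 3 models, each fitted to the 21 libraries of a cell type, with the Benjamini-Hochberg adjustment over the genes tested. Live bacteria were compared with NTC and supernatants with NYCIII.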

Exposure of cervical and vaginal epithelial cells to live *L. crispatus* or *G. vaginalis* or their bacteria-free culture supernatants resulted in significant differences in gene expression profiles. 

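Principal components were computed for each cell type over the 500 genes with the highest variance of log2 CPM (counts per M counts of the library, with a prior count of 2) among its 21 libraries. The first component held 14.6% of the variance in ectocervical cells, 19.2% in endocervical cells and 15.2% in vaginal cells. The second component held 10.5%, 11.4% and 11.6% in the same order.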

In ectocervical, endocervical and vaginal epithelial cells, PCA plots show distinctive clustering by bacterial exposure and indicates the greatest differences (Fig. 1A–C) between exposures. Exposure to *L. crispatus* culture supernatants and live *G. vaginalis* were noted to be most distant from their respective controls (NYCIII for culture supernatants and NTC for live bacteria) (Fig. 1A–C). 

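The distance of an exposure from its control was taken between the mean profiles of the 3 exposed and the 3 control libraries, over the same genes as the principal components. It is given with its ratio to the spread between replicates, the larger of the root mean square distances of the libraries from their own group mean. With no effect, means of 3 libraries lie about as far apart as this spread. A distance close to the spread therefore shows no displacement by itself. After exposure to *L. crispatus* culture supernatants the distance from NYCIII was 39.4 in ectocervical cells, 38.7 in endocervical cells and 36.6 in vaginal cells, which is 1.48, 1.61 and 1.24 times that spread. After exposure to live *G. vaginalis* the distance from NTC was 33.9, 44.2 and 38.2 in the same order, or 1.11, 1.69 and 1.41 times the spread. After exposure to live *L. crispatus* it was 28.6, 23.7 and 28.0, or 0.936, 0.960 and 1.07 times the spread. Taken over all genes past the low-count filter, the distance moved most for *L. crispatus* supernatants in endocervical cells, to 83.6.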

Gene expression profiles appeared to be epithelial cell specific as exposure to *G. vaginalis* culture supernatant resulted in clustering that was different from the NYCIII control in endocervical and vaginal cells that was not seen in ectocervical cells (Fig. 1A–C). 

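After exposure to *G. vaginalis* culture supernatants the distance between the exposed and the NYCIII libraries was 26.3 in ectocervical cells, 33.6 in endocervical cells and 33.7 in vaginal cells. In units of the spread between replicates it was 1.05, 1.41 and 1.22. The ectocervical ratio is about what replicates alone give with no effect. The difference in response between cell types was tested gene by gene with an interaction term, in edgeR's quasi-likelihood test over all 63 libraries and 19572 genes. The log2 fold change after exposure to *G. vaginalis* culture supernatants differed by more than 1 (adjusted p under 0.05) in 108 genes between ectocervical and endocervical cells, in 97 genes between ectocervical and vaginal cells and in 161 genes between endocervical and vaginal cells.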

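Genes with low counts were removed with edgeR's filterByExpr, which asks for a CPM of at least 0.244 in ectocervical cells, 0.269 in endocervical cells and 0.276 in vaginal cells in as many libraries as a group holds. This left 17792 ectocervical, 17707 endocervical and 17457 vaginal genes for the test. The spread of each gene was estimated with 14 residual degrees of freedom per cell type.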

To avoid false discovery, we then identified differentially expressed genes with an adjusted p-value < 0.05 and a Log2 fold change of greater than 1 or less than − 1 (Supplemental Table 1). Using these criteria, in all three cell types, the number of differentially expressed genes is highest after exposure to *L. crispatus* culture supernatants followed by live *G. vaginalis* and *G. vaginalis* supernatants (Fig. 1D–F). In contrast, very few genes were differentially expressed in all three epithelial cell types after exposure to live *L. crispatus* (Fig. 1G). 

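After exposure to *L. crispatus* culture supernatants, 1044 genes were differentially expressed in ectocervical cells (758 higher and 286 lower than in NYCIII), 1600 in endocervical cells (1080 higher, 520 lower) and 582 in vaginal cells (432 higher, 150 lower). Live *G. vaginalis* changed 503 ectocervical genes (340 higher and 163 lower than in NTC), 693 endocervical genes (568 higher, 125 lower) and 488 vaginal genes (385 higher, 103 lower). The counts for *G. vaginalis* culture supernatants were 42 (32 higher, 10 lower), 293 (262 higher, 31 lower) and 230 (166 higher, 64 lower). In ectocervical cells after *G. vaginalis* culture supernatants, 177 genes passed without the low-count filter. DESeq2 called 21 genes there, and 19 were called without *G. vaginalis* supernatant replicate 1. The medium of the *L. crispatus* supernatant wells was supplemented with a buffer (HEPES and sodium bicarbonate), and the methods do not say whether the NYCIII wells had it, so what part of the changes against NYCIII comes from the buffer is not known. The changes after *L. crispatus* culture supernatants were ranked among the differentially expressed genes with a mean of at least 2 CPM over the 6 libraries whose exposed libraries all lie on one side of the controls, and the 2 largest rises and falls per cell type follow. In ectocervical cells LINC02009 (ENSG00000283646) rose to 11.9 ± 0.556 CPM (SD, n = 3) from 0.481 ± 0.122 CPM (SD, n = 3) in NYCIII, a log2 fold change of 4.67 (standard error 0.25, adjusted p = 6.54e-12). LCE1F (ENSG00000240386) changed by 4.61 (standard error 0.18, adjusted p = 7.77e-14), TMEM265 (ENSG00000281991) by -8.03 (adjusted p = 2.07e-08) and RN7SL2 (ENSG00000274012) by -3.52 (adjusted p = 4.83e-05). In endocervical cells KRT75 (ENSG00000170454) changed by 4.90 (adjusted p = 2.57e-09), TG (ENSG00000042832) by 4.89 (adjusted p = 1.45e-11) and TMEM265 by -5.01 (adjusted p = 3.89e-09). TXNIP (ENSG00000265972) fell from 126 ± 10.3 CPM to 11.4 ± 0.512 CPM there (SD, n = 3 each), a log2 fold change of -3.46 (adjusted p = 2.39e-18), and from 278 ± 4.15 CPM to 60.1 ± 40.0 CPM in vaginal cells, with -2.21 (adjusted p = 2.49e-05), where IGFBP3 (ENSG00000146674) changed by -2.51 (adjusted p = 1.27e-13). UPK3BL1 and ENSG00000286966 rose in vaginal cells, to 19.2 ± 17.3 CPM from a level of 0 in all 3 NYCIII libraries, and to 40.1 ± 4.81 CPM from 1.46 ± 0.0638 CPM (SD, n = 3 each). Of the 31-base sequences of their transcripts, 98.2% and 69.2% also occur in transcripts of other genes. Reads from those shared sequences cannot be assigned to these genes alone. For TMEM265 and RN7SL2 the share of such sequences is 98.3% and 100%.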

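By edgeR's quasi-likelihood test, live *L. crispatus* changed 0 genes in ectocervical cells, 5 in endocervical cells and 0 in vaginal cells. At an unadjusted p under 0.05 and with no fold-change limit, 1132, 2101 and 957 genes passed, where chance alone gives about 890, 885 and 873 if no gene changes. DESeq2 called 0, 4 and 4 genes. Without the low-count filter the counts were 95, 115 and 12. The 5 endocervical genes were all higher than in NTC. They were CCL20 (log2 fold change 1.50, adjusted p = 7.14e-07), C3 (1.25, adjusted p = 2.2e-05), IL32 (1.12, adjusted p = 0.000307), CXCL10 (1.45, adjusted p = 0.00158) and NEURL3 (1.68, adjusted p = 0.0186). IL32, CXCL10 and NEURL3 are named after their values were seen. The count in endocervical cells rose to 42 without live *L. crispatus* replicate 3 and lay between 4 and 7 without any other of the 6 libraries. Fitted to those 6 libraries alone, C3 had an adjusted p of 0.0755, the highest of its 13 alternatives.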

Figure 1G–J depicts the number of overlapping differentially expressed genes between cervicovaginal cell types for each bacterial exposure. 

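Overlaps were counted among genes tested in both cell types, and the number that chance gives follows from the sizes of the lists. For live *G. vaginalis*, 127 genes were shared by ectocervical and endocervical cells, 136 by ectocervical and vaginal cells and 158 by endocervical and vaginal cells, where chance would give 14.5, 9.76 and 13.5. These overlaps are 31.8%, 34.0% and 42.5% of the smaller list, and 79 genes were differentially expressed in all 3 cell types. After exposure to *G. vaginalis* culture supernatants, 10 genes were shared by ectocervical and endocervical cells, 8 by ectocervical and vaginal cells and 50 by endocervical and vaginal cells, where chance would give 0.485, 0.412 and 2.55. All 3 cell types shared 7 of these genes. After exposure to *L. crispatus* culture supernatants, 311 genes were shared by ectocervical and endocervical cells, 206 by ectocervical and vaginal cells and 211 by endocervical and vaginal cells, where chance would give 63.9, 21.9 and 35.1, with 113 genes in all 3 cell types. The share of the smaller list after *L. crispatus* culture supernatants was 40.3%, 44.6% and 48.4% in the same order. For *G. vaginalis* culture supernatants this share was 31.2%, 22.9% and 28.4%, of smaller lists of 32, 35 and 176 genes. By share, ectocervical and endocervical cells were thus highest there, and by number endocervical and vaginal cells.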

For *G. vaginalis* exposures (live or supernatant), endocervical and vaginal epithelial cells have the highest number of overlapping differentially expressed genes, while exposure to *L. crispatus* culture supernatants illicit the most overlapping differentially expressed genes in ectocervical and endocervical epithelial cells (Supplemental Table 2). 

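Within ectocervical cells, live *G. vaginalis* and *L. crispatus* culture supernatants changed 153 genes in common, and *L. crispatus* culture supernatants and *G. vaginalis* culture supernatants changed 18. In endocervical cells these numbers were 238 and 162, and in vaginal cells 88 and 51. Both supernatants are compared with the same NYCIII libraries, which ties their fold changes together. Across all genes tested, which are not independent replicates, the log2 fold changes of the supernatants had a correlation of 0.293, 0.464 and 0.334 in ectocervical, endocervical and vaginal cells. In 5 simulated data sets with no effect and the same shared control, the mean correlation was 0.499, 0.526 and 0.546, and 0 genes were called for both supernatants in any of them. Live *G. vaginalis* and *L. crispatus* culture supernatants have separate controls, and their correlation was 0.159, 0.188 and 0.105.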

Additional comparisons were performed within each cervicovaginal epithelial cell type to identify commonly modulated genes by these different bacterial exposures (Fig. 1K–M, Supplemental Table 3). From these analyses, we were able to identify unique genes where expression was altered by both live *G. vaginalis* and *L. crispatus* culture supernatant but were differentially regulated; thus, demonstrating specific molecular effects of these bacterial exposures on regulating cervicovaginal epithelial cell transcription (Supplemental Table 4, 5, 6). 

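Of the genes changed by both live *G. vaginalis* and *L. crispatus* culture supernatants, 128 moved in the same direction and 25 in opposite directions in ectocervical cells. The numbers were 201 and 37 in endocervical cells and 70 and 18 in vaginal cells. Genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants numbered 11 in ectocervical, 21 in endocervical and 11 in vaginal cells. Genes with the reverse pattern numbered 14, 16 and 7. In vaginal cells the last of these counts was 2 by DESeq2 and 2 without NYCIII replicate 2, and in endocervical cells 21 became 13 without live *G. vaginalis* replicate 3. In ectocervical cells 14 became 8 without NTC replicate 2, and 11 became 7 without NTC replicate 3. From these opposite changes the paper concludes that each exposure has specific effects on transcription in cervicovaginal epithelial cells.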

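Among the genes of this set with a mean of at least 2 CPM in both comparisons and the exposed libraries on one side of the controls in both, those with the widest gap between a rise after live *G. vaginalis* and a fall after *L. crispatus* culture supernatants were TMEM265 and RN7SL2 in ectocervical cells, TMEM265 and TNFRSF6B in endocervical cells and IGFBP3 and G0S2 in vaginal cells. IGFBP3 (ENSG00000146674) was 115 ± 10.4 CPM after live *G. vaginalis* and 35.2 ± 0.885 CPM in NTC (SD, n = 3 each), a log2 fold change of 1.71 (standard error 0.075, adjusted p = 5.8e-12), and after *L. crispatus* supernatants its log2 fold change was -2.51 (standard error 0.081, adjusted p = 1.27e-13). G0S2 (ENSG00000123689) changed by 1.84 (adjusted p = 2.05e-09) after live *G. vaginalis* and by -1.01 (adjusted p = 5.24e-06) after *L. crispatus* supernatants. TMEM265 (ENSG00000281991) changed by 2.03 (adjusted p = 0.000111) and -8.03 (adjusted p = 2.07e-08) in ectocervical cells and by 2.17 (adjusted p = 8.32e-07) and -5.01 (adjusted p = 3.89e-09) in endocervical cells, in the same order. TNFRSF6B (ENSG00000243509) changed by 1.70 (adjusted p = 1.2e-05) and -2.60 (adjusted p = 2e-07), and RN7SL2 (ENSG00000274012) by 1.83 (adjusted p = 0.0313) and -3.52 (adjusted p = 4.83e-05). The rise of RN7SL2 had an adjusted p of 0.124 in one fit of all 63 libraries, 0.105 without live *G. vaginalis* replicate 3, 0.113 without NTC replicate 2 and 0.0916 without NTC replicate 3. Transcripts of TMEM265, TNFRSF6B and RN7SL2 share 98.3%, 100% and 100% of their sequence with other genes, which leaves the assignment of their reads uncertain. Over the 3 cell types the set holds 40 genes, of which 3 (BCL2A1, ESM1 and TMEM265) were found in more than 1 cell type. On the lists of NF-kB pathway genes, chemokine ligands, antimicrobial peptides and inflammasome genes are 0 of the 40. For as many genes drawn from all tested ones 0.208 are expected, so lists this short do not decide whether the set is inflammatory. CD40 in endocervical cells and BCL2A1, for example, are in the set and on none of these lists.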

In summary, genes that were upregulated by exposure to *G. vaginalis* and downregulated by *L. crispatus* point towards a pro-inflammatory response. On the other hand, those upregulated by exposure to *L. crispatus* and downregulated by *G. vaginalis* seem to be involved in transcription, epigenetic modifications, cell-cell adherence, and anti-inflammatory functions.

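Among the genes lower after live *G. vaginalis* and higher after *L. crispatus* culture supernatants, the same conditions left CPA4 and CCN3 in endocervical cells as those with the widest gap. CPA4 (ENSG00000128510) fell from 20.1 ± 0.703 CPM in NTC to 3.57 ± 0.248 CPM after live *G. vaginalis* and rose from 11.7 ± 0.605 CPM in NYCIII to 36.2 ± 1.03 CPM after *L. crispatus* supernatants (SD, n = 3 each). Its log2 fold changes were -2.49 (standard error 0.074, adjusted p = 2.44e-16) and 1.63 (standard error 0.062, adjusted p = 1.16e-14). CCN3 (ENSG00000136999) changed by -1.40 (standard error 0.087, adjusted p = 6.55e-11) and 2.28 (standard error 0.078, adjusted p = 2.92e-15). No gene in the ectocervical or vaginal sets met these conditions. The set holds 35 genes over the 3 cell types. On the lists of histone-modifying enzymes, RNA polymerase II machinery, zinc finger genes and histone genes are 0 of them. By chance 1.62 are expected, which is too few to decide on a link to transcription. The zinc finger list was written from symbols and does not hold KLF15, a member of the set in endocervical cells. No list covers cell-cell adherence, so DSG1, another endocervical member, was not counted. Neither gene met the conditions of CPM and separation.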

Functional pathway analysis using Gene Ontology terms identified specific pathways of interest between bacterial exposures. Live *G. vaginalis* and *G. vaginalis* culture supernatant upregulated genes were mostly associated with inflammation functional pathways (Fig. 2A, 2B–D). 

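Lists of genes drawn up from symbols were tested as sets with camera from limma, at a preset inter-gene correlation of 0.01 and with the Benjamini-Hochberg adjustment over 11 lists and 12 comparisons. After live *G. vaginalis*, the median log2 fold change of NF-kB pathway genes was 0.26 (33 of 42 genes higher, adjusted p = 5.32e-13) in ectocervical cells, 0.78 (35 of 42 genes higher, adjusted p = 1.28e-70) in endocervical cells and 0.37 (33 of 41 genes higher, adjusted p = 2.43e-27) in vaginal cells. For chemokine ligands it was 0.88 (12 of 14 genes higher, adjusted p = 1.56e-12), 2.37 (11 of 13 genes higher, adjusted p = 7.42e-90) and 1.10 (15 of 18 genes higher, adjusted p = 1.01e-27). After exposure to *G. vaginalis* culture supernatants, the median of NF-kB pathway genes was 0.17 (34 of 42 genes higher, adjusted p = 2.93e-13), 0.54 (35 of 42 genes higher, adjusted p = 7.18e-55) and 0.26 (34 of 41 genes higher, adjusted p = 5.72e-25) in the same order. That of chemokine ligands was 0.65 (13 of 14 genes higher, adjusted p = 3.47e-08), 1.85 (12 of 13 genes higher, adjusted p = 4.1e-63) and 0.47 (14 of 18 genes higher, adjusted p = 1.63e-23). Each of these calls held with fry and with the inter-gene correlation estimated for each list. With the estimated correlation the adjusted p for chemokine ligands after *G. vaginalis* culture supernatants in ectocervical cells was 0.00341. The paper states from its functional pathway analysis that the genes upregulated by both *G. vaginalis* exposures are mostly associated with inflammation.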

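For *L. crispatus* culture supernatants, the median log2 fold change of histone-modifying enzymes was 0.051 (80 of 140 genes higher, adjusted p = 0.594) in ectocervical cells, 0.089 (91 of 141 genes higher, adjusted p = 0.0757) in endocervical cells and -0.041 (58 of 142 genes higher, adjusted p = 0.684) in vaginal cells. With fry the adjusted p was 0.011 and 4.03e-07 in ectocervical and endocervical cells, in the direction of higher expression, and with the correlation estimated it stayed above 0.05. Genes of the RNA polymerase II machinery had medians of -0.0040 (51 of 106 genes higher, adjusted p = 0.981), -0.073 (45 of 107 genes higher, adjusted p = 0.263) and -0.029 (50 of 107 genes higher, adjusted p = 0.718). In endocervical cells fry gave an adjusted p of 4.28e-05 for these genes, in the direction of lower expression. Zinc finger genes, most of which encode DNA-binding proteins, had medians of 0.10 (370 of 567 genes higher, adjusted p = 0.0382), 0.0018 (291 of 572 genes higher, adjusted p = 0.856) and -0.014 (274 of 575 genes higher, adjusted p = 0.944). In endocervical cells their median was above 0, their mean (-0.0094) below it, and camera's direction was down. The ectocervical value of zinc finger genes passed the threshold by camera, but had an adjusted p of 0.309 with the estimated correlation and 0.0938 without *L. crispatus* supernatant replicate 1. For the other exposures these 3 lists passed the threshold by camera only toward lower expression, with small medians. They were -0.13 for zinc finger genes in ectocervical cells after live *G. vaginalis* (adjusted p = 0.00129), -0.018 for histone-modifying enzymes in ectocervical cells after live *L. crispatus* (adjusted p = 0.0455, above the threshold in 4 of 6 fits with a library left out, up to 0.132 without NTC replicate 2), and for the RNA polymerase II machinery -0.023 in ectocervical (adjusted p = 0.00663) and -0.031 in endocervical cells (adjusted p = 0.0382, above the threshold in 5 of 6 fits with a library left out, up to 0.145 without NTC replicate 2) after live *L. crispatus* and -0.030 (adjusted p = 0.0243, and 0.0621 without *G. vaginalis* supernatant replicate 2) and -0.077 (adjusted p = 0.00813) after *G. vaginalis* culture supernatants. With the estimated correlation only the last passed (adjusted p = 0.0339), and the others lay between 0.0601 and 0.16. With *L. crispatus* culture supernatants, histone genes rose in ectocervical cells, with a median of 0.90 (56 of 62 genes higher, adjusted p = 2.06e-13). They also rose in vaginal cells, with a median of 0.75 (40 of 49 genes higher, adjusted p = 3.38e-10). In endocervical cells these genes did not pass the threshold, with a median of 0.71 (38 of 54 genes higher, adjusted p = 0.0636). The log2 ratio of their summed CPM was 0.30 in ectocervical and 0.094 in vaginal cells. Many histone genes are near-identical and their messages mostly lack a poly(A) tail, which limits their measurement in these libraries.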

Exposure to *L. crispatus* culture supernatant was associated with upregulation of transcriptional functional pathways including histone modifications, RNA polymerase II transcription and DNA binding (Fig. 2A, 2E–G). 

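For live *L. crispatus*, the median log2 fold change of chemokine ligands was 0.010 (8 of 14 genes higher, adjusted p = 0.856) in ectocervical, 0.41 (11 of 13 genes higher, adjusted p = 7.89e-26) in endocervical and 0.20 (13 of 18 genes higher, adjusted p = 0.307) in vaginal cells. For NF-kB pathway genes it was 0.010 (27 of 42 genes higher, adjusted p = 0.74), 0.11 (31 of 42 genes higher, adjusted p = 1.66e-17) and 0.026 (26 of 41 genes higher, adjusted p = 0.351). The median over all genes tested was 0.0057, -0.0020 and 0.0037. After exposure to *L. crispatus* culture supernatants the median of chemokine ligands was 0.041 (7 of 14 genes higher, adjusted p = 0.793) in ectocervical, 1.24 (11 of 13 genes higher, adjusted p = 2.59e-07) in endocervical and 0.37 (16 of 18 genes higher, adjusted p = 0.128) in vaginal cells, and that of NF-kB pathway genes was -0.010 (20 of 42 genes higher, adjusted p = 0.713), 0.23 (33 of 42 genes higher, adjusted p = 0.000264) and 0.013 (22 of 41 genes higher, adjusted p = 0.372). With the inter-gene correlation estimated, the endocervical adjusted p after *L. crispatus* culture supernatants was 0.00532 for chemokine ligands and 0.00341 for NF-kB pathway genes. The difference between cell types was not tested for these lists.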

Live *L. crispatus* modulated the expression of too few genes to perform functional pathway analysis. 

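Live *G. vaginalis* and its culture supernatant had 18 differentially expressed genes in common in ectocervical cells, of which 15 moved in the same direction. In endocervical cells all 193 genes in common moved in the same direction (187 higher, 6 lower), as did all 147 in vaginal cells (126 higher, 21 lower). These exposures have separate controls. Across all genes tested, the correlation of their log2 fold changes was 0.152 in ectocervical, 0.353 in endocervical and 0.479 in vaginal cells. In vaginal cells both exposures had the deepest libraries. Their median totals were 89.4 and 84.2 M, against 39.0 M in NTC and 32.8 M in NYCIII. A technical difference that follows depth therefore cannot be told apart from a shared response in these cells.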

Since 1) live *G. vaginalis* and its culture supernatant modulated the same functional pathways and 2) *L. crispatus* culture supernatant resulted in the highest number of differentially expressed genes while live *L. crispatus* had a minimal effect on epithelial cell gene expression, we chose to focus on exposures of live *G. vaginalis* and *L. crispatus* culture supernatant for further analysis.

### Live G. vaginalis and its culture supernatant differentially up-regulate anti-microbial peptide gene expression and increase protein levels

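A list of 23 antimicrobial peptides and proteins was tested as a set. In ectocervical cells 9 of them passed the low-count filter, and their median log2 fold change after live *G. vaginalis* was 1.32 (9 of 9 genes higher, adjusted p = 2.83e-31). In endocervical cells the median was 1.66 (11 of 13 genes higher, adjusted p = 7.89e-35) and in vaginal cells 0.25 (9 of 12 genes higher, adjusted p = 1.2e-05). The differentially expressed members numbered 8, 9 and 2, each of them higher. After exposure to *G. vaginalis* culture supernatants the median of the list was 0.41 (9 of 9 genes higher, adjusted p = 4.96e-09) in ectocervical, 1.00 (13 of 13 genes higher, adjusted p = 1.18e-17) in endocervical and -0.48 (3 of 12 genes higher, adjusted p = 0.0708) in vaginal cells. For live *L. crispatus* it was 0.039 (6 of 9 genes higher, adjusted p = 0.713), 0.14 (9 of 13 genes higher, adjusted p = 7.45e-06) and 0.061 (8 of 12 genes higher, adjusted p = 0.177) in the same order, and for *L. crispatus* culture supernatants 0.51 (5 of 9 genes higher, adjusted p = 0.00092), 0.13 (8 of 13 genes higher, adjusted p = 0.809) and -0.16 (5 of 12 genes higher, adjusted p = 0.112). Under an estimated inter-gene correlation the adjusted p was 3.13e-05, 1.54e-05 and 0.0984 for live *G. vaginalis*, 0.0034 and 0.000438 in ectocervical and endocervical cells for *G. vaginalis* culture supernatants, 0.0302 in endocervical cells for live *L. crispatus* and 0.0676 in ectocervical cells for *L. crispatus* culture supernatants. The vaginal rise with live *G. vaginalis* and the ectocervical rise with *L. crispatus* culture supernatants did not pass the threshold then.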

RNA-seq functional pathway analysis identified “defense response to a bacterium” along with various inflammation-based pathways as Gene Ontology terms of significance after live *G. vaginalis* exposure (Fig. 2B–D). The specific genes associated with these pathways included the anti-microbial peptides, Chemokine Ligand 20 (CCL20), Secretory Leukocyte Peptidase Inhibitor (SLPI), Lipocalin 2 (LCN2) and S100 Calcium Binding Protein 8 (S100A8/A9, Calgranulin). 

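In the GRCh38 annotation, CCL20 (ENSG00000115009) lies on chromosome 2 from 227805739 to 227817564 on the plus strand. SLPI (ENSG00000124107) lies on chromosome 20 from 45252239 to 45254564 on the minus strand, and LCN2 (ENSG00000148346) lies on chromosome 9 from 128149071 to 128153453 on the plus strand. S100A8 (ENSG00000143546) lies on chromosome 1 from 153390032 to 153391073 on the minus strand, and S100A9 (ENSG00000163220) lies on chromosome 1 from 153357854 to 153361023 on the plus strand. At most 0.0630% of the 31-base sequences of their transcripts occur in another gene, and none of these genes overlaps another on its strand.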

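After live *G. vaginalis*, CCL20 was 115 ± 4.73 CPM against 16.2 ± 1.24 CPM in NTC in ectocervical cells (SD, n = 3 each), a log2 fold change of 2.83 (standard error 0.15, adjusted p = 6.67e-12). In endocervical cells it was 96.1 ± 8.70 CPM against 1.85 ± 0.0748 CPM, with a log2 fold change of 5.70 (standard error 0.11, adjusted p = 8.32e-20). In vaginal cells it was 10.1 ± 0.791 CPM against 0.766 ± 0.235 CPM, with 3.73 (standard error 0.15, adjusted p = 1.58e-12). SLPI changed by 1.05 (adjusted p = 1.08e-09) in ectocervical, 1.29 (adjusted p = 3.53e-14) in endocervical and 0.71 (adjusted p = 1.24e-05) in vaginal cells. LCN2 changed by 1.30 (adjusted p = 1.3e-12) and 2.65 (adjusted p = 3.54e-17) in ectocervical and endocervical cells. S100A8 changed by 1.32 (adjusted p = 3.91e-05) and 2.43 (adjusted p = 1.36e-13), and S100A9 by 0.83 (adjusted p = 5.84e-06) and 2.33 (adjusted p = 5.02e-16). In vaginal cells the log2 fold change was 0.083 (standard error 0.13, adjusted p = 0.699) for LCN2, 0.041 (standard error 0.095, adjusted p = 0.805) for S100A8 and 0.0071 (standard error 0.089, adjusted p = 0.967) for S100A9. The adjusted p values come from edgeR's quasi-likelihood test over all genes. In each comparison with an adjusted p under 0.05, every exposed library lay above every NTC library, which happens by chance in 10% of comparisons of 3 with 3 libraries in either direction. The rise of CCL20 was larger in endocervical than in ectocervical cells by 2.86 on the log2 scale (interaction adjusted p = 6.21e-17). The response of LCN2 in vaginal cells differed from that in ectocervical cells by -1.20 (interaction adjusted p = 5.93e-09), and that of S100A8 by -1.27 (interaction adjusted p = 1.42e-05). Of the 21, 19 and 21 genes named by the paper that could be tested in ectocervical, endocervical and vaginal cells, 17, 16 and 10 had an adjusted p under 0.05 over all genes after live *G. vaginalis*, and 17, 16 and 10 when adjusted over the list alone. The study chose most of these genes on the same libraries, so the count over the list is not independent evidence.

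**Figure D1:**
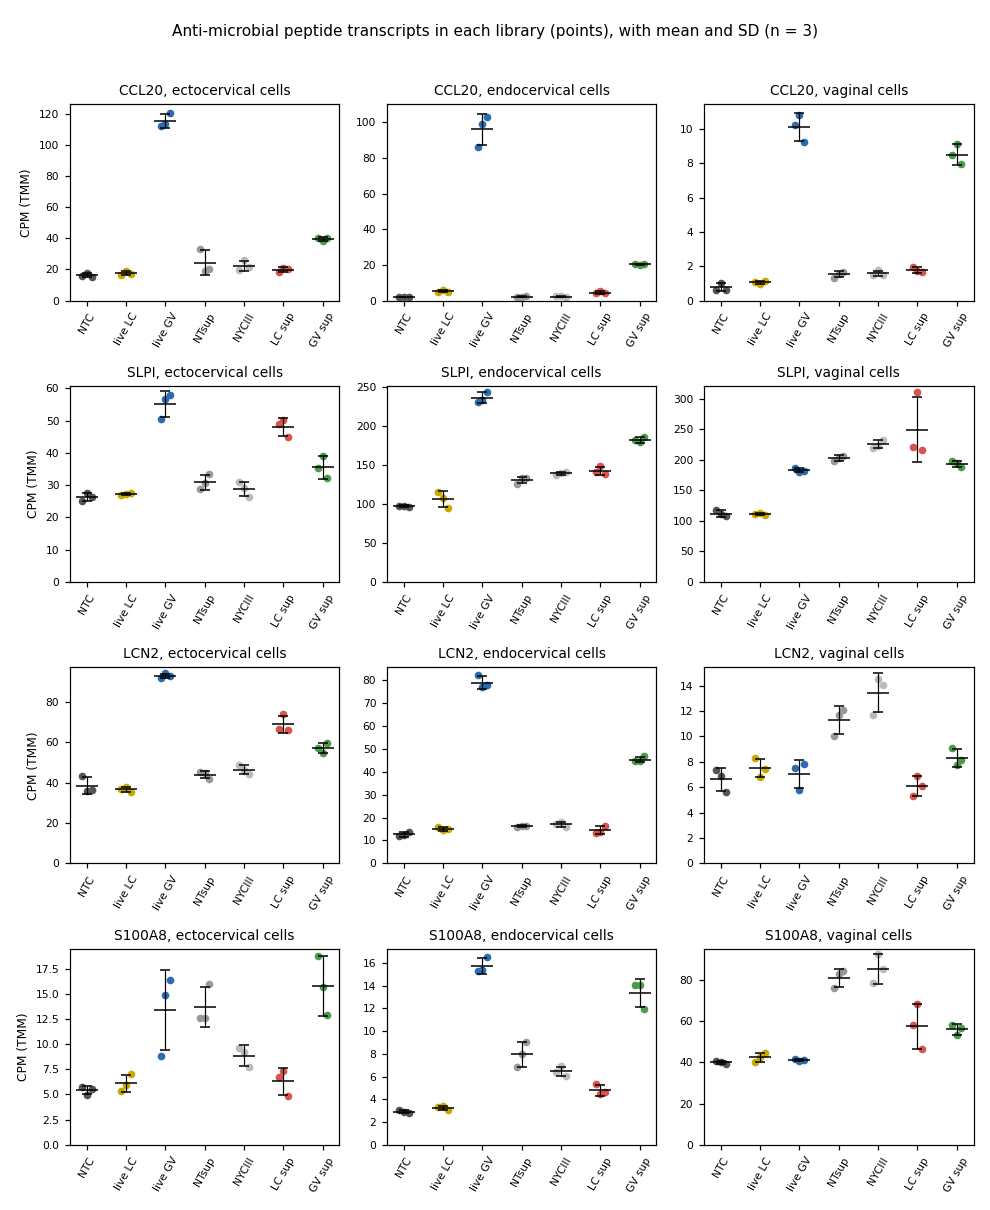
CPM (TMM-scaled, linear axes that start at 0) of CCL20, SLPI, LCN2 and S100A8 in each library of the 7 groups in ectocervical, endocervical and vaginal cells, with NTC, live *L. crispatus* (live LC), live *G. vaginalis* (live GV), NTsup, NYCIII, *L. crispatus* supernatants (LC sup) and *G. vaginalis* supernatants (GV sup) from left to right. Points are libraries, the horizontal line is the mean and the bars are the SD (n = 3), and the CCL20 mean after live *G. vaginalis* is 115, 96.1 and 10.1 CPM.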

Our data show that all four of these genes were significantly upregulated (adjusted p < 0.05) by live *G. vaginalis* exposure in ectocervical and endocervical cells with only CCL20 and SLPI being upregulated in vaginal cells (Fig. 3A, 3E, 3I). After exposure to *G. vaginalis* culture supernatants, CCL20 was the only transcript upregulated in all three cell lines (adjusted p < 0.05, Fig. 3B, 3F, 3J). 

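In the *G. vaginalis* supernatant experiment, CCL20 in ectocervical cells was 39.5 ± 1.03 CPM after exposure and 22.3 ± 3.13 CPM in NYCIII (SD, n = 3 each), a log2 fold change of 0.82 (standard error 0.14, adjusted p = 0.00131). In endocervical cells it was 20.5 ± 0.297 CPM and 2.19 ± 0.330 CPM, a change of 3.22 (standard error 0.11, adjusted p = 4.38e-15), and in vaginal cells 8.51 ± 0.596 CPM and 1.59 ± 0.157 CPM, a change of 2.42 (standard error 0.14, adjusted p = 8.31e-10). The response of endocervical cells exceeded that of ectocervical cells by 2.40 on the log2 scale (interaction adjusted p = 7.91e-14).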

In ectocervical cells, in addition to CCL20, S100A8 gene expression was upregulated after *G. vaginalis* culture supernatant exposure (adjusted p < 0.05, Fig. 3B). 

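S100A8 was 15.8 ± 2.96 CPM after exposure and 8.85 ± 1.03 CPM in NYCIII (SD, n = 3 each) in ectocervical cells, a log2 fold change of 0.83 (standard error 0.18, adjusted p = 0.00862). Against NTsup, the non-treated cells of the same experiment, the change was 0.20 (adjusted p = 0.59). Without *G. vaginalis* supernatant replicate 1 it was 0.68 (adjusted p = 0.0694). Its partner S100A9 changed by 0.57 (adjusted p = 0.00245). SLPI changed by 0.30 (standard error 0.073, adjusted p = 0.0169) and LCN2 by 0.30 (standard error 0.058, adjusted p = 0.00357). Against NTsup SLPI changed by 0.20 (adjusted p = 0.13), and its adjusted p was 0.0594 without *G. vaginalis* supernatant replicate 1, 0.1 without *G. vaginalis* supernatant replicate 2, 0.0566 without NYCIII replicate 2 and 0.0862 without NYCIII replicate 3.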

In endocervical cells, all four anti-microbial peptide genes were significantly upregulated by *G. vaginalis* culture supernatant (adjusted p < 0.05, Fig. 3F). 

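In endocervical cells SLPI was 182 ± 3.66 CPM after exposure and 139 ± 1.98 CPM in NYCIII (SD, n = 3 each), a log2 fold change of 0.39 (standard error 0.050, adjusted p = 7.69e-06). LCN2 was 45.4 ± 1.30 CPM and 17.2 ± 1.09 CPM, with a change of 1.40 (standard error 0.068, adjusted p = 3.79e-12). S100A8 was 13.4 ± 1.26 CPM and 6.46 ± 0.427 CPM, with a change of 1.05 (standard error 0.095, adjusted p = 6.1e-08), and S100A9 changed by 1.13 (standard error 0.068, adjusted p = 1.07e-10). For each of these genes all 3 exposed libraries lay above all 3 NYCIII libraries.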

Only expression of CCL20 was upregulated in vaginal cells after *G. vaginalis* culture supernatant exposure (adjusted p < 0.05, Fig. 3J). 

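In vaginal cells after exposure to *G. vaginalis* culture supernatants, SLPI changed by -0.22 (standard error 0.090, adjusted p = 0.121), LCN2 by -0.69 (standard error 0.13, adjusted p = 0.00109) and S100A8 by -0.61 (standard error 0.094, adjusted p = 0.000234), all toward lower values than in NYCIII. Over its 14 alternatives the adjusted p of SLPI ran from 0.00982, with only the 6 libraries of the comparison fitted, to 0.694, and it was 0.0447 in one fit of all 63 libraries. S100A8 was 56.0 ± 2.60 CPM after exposure and 85.2 ± 7.06 CPM in NYCIII (SD, n = 3 each). The response of LCN2 in vaginal cells minus that in endocervical cells was -2.08 on the log2 scale (interaction adjusted p = 1.23e-16), and for S100A8 it was -1.64 (interaction adjusted p = 2.98e-08).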

ELISAs for these antimicrobial peptides confirmed overexpression of CLL20 and S100A8 (both p < 0.05), but not SLPI and LCN2, which remained unchanged, after exposure to *G. vaginalis* (Fig. 3C, 3G, 3K) and *G. vaginalis* culture supernatants (Fig. 3D, 3H, 3L).

### Down-regulation of anti-microbial peptide gene expression, but not protein, by live L. crispatus and its culture supernatant

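CCL20 in endocervical cells beside live *L. crispatus* was 5.21 ± 0.432 CPM after exposure and 1.85 ± 0.0748 CPM in NTC (SD, n = 3 each), with a standard error of 0.12 for its log2 fold change. Every exposed library lay above every NTC library. In ectocervical cells CCL20 changed by 0.11 (adjusted p = 0.953) and in vaginal cells by 0.47 (adjusted p = 0.8). The response of endocervical cells exceeded that of ectocervical cells by 1.38 on the log2 scale (interaction adjusted p = 0.000160). SLPI, LCN2 and S100A8 had log2 fold changes between -0.040 and 0.25 in the 3 cell types, and the lowest of their adjusted p values was 0.171 (LCN2 in endocervical cells). In endocervical cells DESeq2 gave LCN2 a change of 0.27 with an adjusted p of 0.0469, the lowest of 13 alternatives, which reached 0.714. SLPI there had an adjusted p of 0.00854 at a change of 0.20 without live *L. crispatus* replicate 3 and of 0.856 at the most.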

Live *L. crispatus* did not affect the gene expression of the four anti-microbial peptides measured (Fig. 3A, 3E, 3I), except that CCL20 mRNA was downregulated (p < 0.0001) in endocervical cells; however, the amount of CCL20 protein was not altered at this same time point (Fig. 3G). *L. crispatus* culture supernatants downregulated the gene expression of LCN2 (p < 0.05) and S100A8 (p < 0.001) in endocervical and vaginal cells (Fig. 3F and 3J), but not ectocervical cells (Fig. 3B). Additionally, CCL20 (p < 0.0001) gene expression was downregulated in endocervical cells (Fig. 3F). However, this decrease in anti-microbial gene mRNA expression in endocervical and vaginal cells was not associated with a change in their associated proteins (Fig. 3H and 3L).

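In the *L. crispatus* supernatant experiment, LCN2 in endocervical cells was 14.4 ± 1.69 CPM after exposure and 17.2 ± 1.09 CPM in NYCIII (SD, n = 3 each), a log2 fold change of -0.25 (standard error 0.072, adjusted p = 0.00545). Its adjusted p was 0.0542 without *L. crispatus* supernatant replicate 1 and 0.0546 against NTsup. In vaginal cells LCN2 was 6.08 ± 0.763 CPM and 13.4 ± 1.52 CPM, a change of -1.14 (standard error 0.14, adjusted p = 4.91e-06). S100A8 changed by -0.43 (standard error 0.10, adjusted p = 0.00109) in endocervical and -0.57 (standard error 0.095, adjusted p = 0.000197) in vaginal cells. In ectocervical cells LCN2 changed by 0.57 (standard error 0.057, adjusted p = 5.6e-08), SLPI by 0.73 (adjusted p = 4.15e-08) and S100A8 by -0.51 (standard error 0.19, adjusted p = 0.0295). That last adjusted p was 0.172 without *L. crispatus* supernatant replicate 3, 0.0854 without NYCIII replicate 1, 0.0799 without NYCIII replicate 2 and 0.189 with all libraries thinned to the smallest total. The response of LCN2 in vaginal cells minus that in ectocervical cells was -1.72 on the log2 scale (interaction adjusted p = 1.11e-13), and for S100A8 it was -0.057 (interaction adjusted p = 0.904).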

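CCL20 in endocervical cells was 4.45 ± 0.633 CPM after exposure and 2.19 ± 0.330 CPM in NYCIII (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.12, adjusted p = 3.62e-07), with all 3 exposed libraries above all 3 NYCIII libraries. In ectocervical cells it changed by -0.18 (adjusted p = 0.297) and in vaginal cells by 0.15 (adjusted p = 0.52). The ectocervical adjusted p was 0.00445 without the low-count filter and up to 0.803 under the other 13 alternatives.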

### G. vaginalis activates an inflammasome-mediated immune response in cervicovaginal epithelial cells

As noted prior, cervicovaginal cells exposed to *G. vaginalis* resulted in the differential expression of genes significantly associated with inflammation-related functional pathways (Fig. 2A, 2B–2D). These genes, included those coding for multiple chemokines and cytokines (*e.g*., IL-8, IL-6, IL-1α and TNF), have been investigated previously ^23^. 

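Changes were ranked among the differentially expressed genes with a mean of at least 2 CPM over the 6 libraries of a comparison whose exposed libraries all lie on one side of the controls. The largest of these rises after live *G. vaginalis* were those of CXCL1 (ENSG00000163739) and CXCL2 (ENSG00000081041) in ectocervical cells, of CSF3 (ENSG00000108342) and SAA2 (ENSG00000134339) in endocervical cells, and of CXCL1 and CCL20 in vaginal cells. CXCL1 rose from 8.72 ± 1.41 CPM to 77.2 ± 2.21 CPM in ectocervical cells (SD, n = 3 each), a log2 fold change of 3.20 (standard error 0.20, adjusted p = 1.46e-10), and by 4.23 (adjusted p = 1.45e-13) on the log2 scale in vaginal cells. CXCL2 rose by 3.16 (adjusted p = 4.08e-11). CSF3 rose from 0.104 ± 0.0639 CPM to 35.3 ± 1.26 CPM in endocervical cells (SD, n = 3 each), a log2 fold change of 8.39 (standard error 0.22, adjusted p = 3.08e-17), and SAA2 by 6.72 (standard error 0.50, adjusted p = 1.11e-09). The largest falls were those of IFIT2 (ENSG00000119922, -1.64, adjusted p = 3.01e-11) and SLITRK6 (ENSG00000184564, -1.62, adjusted p = 6.58e-06) in ectocervical cells and of IFIT2 (-2.13, adjusted p = 5.69e-12) and IFIT1 (ENSG00000185745, -1.65, adjusted p = 2.79e-06) in vaginal cells. In endocervical cells EIF3CL (ENSG00000205609) had, beside CPA4, a log2 fold change of -2.05 (adjusted p = 0.0222), but 98.4% of its sequence is shared with other genes, and its adjusted p was 0.0998 without live *G. vaginalis* replicate 1, 0.0906 without live *G. vaginalis* replicate 2 and 0.148 without NTC replicate 3. After exposure to *G. vaginalis* culture supernatants, by the same ranking, the largest rises were those of CSF3 (1.49, adjusted p = 0.00245) and MMP9 (ENSG00000100985, 1.48, adjusted p = 1.01e-06) in ectocervical cells, of RGPD6 and CXCL10 (ENSG00000169245, 4.68, adjusted p = 2.11e-14) in endocervical cells, and of CXCL1 (2.63, adjusted p = 1.02e-10) beside CCL20 in vaginal cells. The largest falls included CPA4 in endocervical cells (-1.24, adjusted p = 4.89e-11) and ALDH3B2 in vaginal cells (ENSG00000132746, -1.19, adjusted p = 4.27e-05), where IFIT2 fell by 1.50 on the log2 scale (adjusted p = 1.37e-09). The remaining genes of this ranking are RGPD6 (6.32) and ENSG00000267303 (-3.09) in endocervical cells and TRIM6-TRIM34 (-1.17) and ENSG00000260537 (-1.04) in ectocervical cells. They share 98.8%, 94.1%, 99.1% and 100% of their sequence with other genes. Against NTsup the change of RGPD6 was 0.12 (adjusted p = 0.959), that of TRIM6-TRIM34 -0.62 (adjusted p = 0.327) and that of ENSG00000260537 -0.93 (adjusted p = 0.0548). The adjusted p of RGPD6 was 0.0744 without *G. vaginalis* supernatant replicate 1, 0.0674 without *G. vaginalis* supernatant replicate 2, 0.0783 without NYCIII replicate 1, 0.0801 without NYCIII replicate 2 and 0.105 without NYCIII replicate 3. For TRIM6-TRIM34 it was 0.391 in one fit of all 63 libraries, 0.148 without *G. vaginalis* supernatant replicate 1, 0.107 without *G. vaginalis* supernatant replicate 2, 0.121 without NYCIII replicate 2 and 0.093 without NYCIII replicate 3. For ENSG00000260537 it was 0.103 without *G. vaginalis* supernatant replicate 1, 0.0785 without *G. vaginalis* supernatant replicate 2, 0.05 without *G. vaginalis* supernatant replicate 3, 0.066 without NYCIII replicate 1 and 0.078 without NYCIII replicate 2.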

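CXCL8, which encodes IL-8, rose after live *G. vaginalis* from 27.5 ± 1.69 CPM to 146 ± 2.99 CPM in ectocervical cells (SD, n = 3 each), a log2 fold change of 2.41 (standard error 0.13, adjusted p = 1.45e-11). Its change was 5.05 (adjusted p = 8.32e-20) in endocervical and 3.47 (adjusted p = 1.58e-12) in vaginal cells. IL6 rose by 3.16 (adjusted p = 1.59e-13), 3.68 (adjusted p = 4.51e-10) and 3.82 (adjusted p = 1.23e-07) in ectocervical, endocervical and vaginal cells. IL1A rose by 1.29 (adjusted p = 4.79e-11), 2.11 (adjusted p = 1.99e-15) and 1.11 (adjusted p = 8.97e-10). TNF was scarce, with 1.62 ± 0.0455 CPM against 0.421 ± 0.0269 CPM in ectocervical and 1.37 ± 0.182 CPM against 0.0421 ± 0.0145 CPM in vaginal cells (SD, n = 3 each), changes of 1.92 (adjusted p = 4.07e-05) and 4.95 (adjusted p = 5.6e-09). In endocervical cells TNF lay below the low-count filter, with 7 to 16 counts per library after live *G. vaginalis* and 0 to 2 in NTC. Without that filter its change was 3.96 (standard error 0.98, adjusted p = 0.00056), and in one fit of all 63 libraries 3.98 (standard error 0.67, adjusted p = 5.68e-06). DESeq2 gave 4.20 with a standard error of 1.36 and no adjusted p. After exposure to *G. vaginalis* culture supernatants, CXCL8 changed by 0.79 (adjusted p = 0.000939), 2.71 (adjusted p = 1.35e-14) and 2.31 (adjusted p = 6.1e-10), and IL6 by 0.58 (adjusted p = 0.00792), 2.25 (adjusted p = 1.41e-05) and 1.98 (adjusted p = 0.000176).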

Novel to this work, we identified several inflammasome-mediated genes that were significantly upregulated after *G. vaginalis* exposure including NLRP3, NLRP1, IL-1β and caspase-1 (adjusted p < 0.05) (Table 1). 

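NLRP3 (ENSG00000162711) was 39.4 ± 2.02 CPM after exposure and 14.1 ± 1.45 CPM in NTC (SD, n = 3 each) in ectocervical cells with live *G. vaginalis*, a log2 fold change of 1.51 (standard error 0.075, adjusted p = 3.46e-12). In vaginal cells it was 18.9 ± 0.710 CPM and 4.66 ± 0.491 CPM, a change of 2.02 (standard error 0.12, adjusted p = 2.51e-10). In endocervical cells NLRP3 had at most 8 counts in any of the 21 libraries, with 5 in each library after live *G. vaginalis* and 1 to 3 in NTC, and lay below the low-count filter. Without that filter its change was 1.49 (standard error 0.89, adjusted p = 0.31), and in one fit of all 63 libraries 1.50 (standard error 0.65, adjusted p = 0.0758), while DESeq2 gave 1.56 with a standard error of 1.07 and no adjusted p. NLRP1 (ENSG00000091592) changed by 0.31 (standard error 0.049, adjusted p = 5.29e-05) in ectocervical, 1.05 (standard error 0.066, adjusted p = 7.73e-11) in endocervical and 0.64 (standard error 0.075, adjusted p = 4.3e-06) in vaginal cells. IL1B (ENSG00000125538) changed by 0.99 (standard error 0.054, adjusted p = 1.48e-11), 2.12 (standard error 0.061, adjusted p = 1.35e-16) and 1.31 (standard error 0.057, adjusted p = 4.85e-12) in the same order. CASP1 (ENSG00000137752) changed by 0.18 (standard error 0.031, adjusted p = 0.000103), 0.81 (standard error 0.068, adjusted p = 7.89e-09) and 0.16 (standard error 0.083, adjusted p = 0.181). In one fit of all 63 libraries the vaginal change of CASP1 was 0.17 with an adjusted p of 0.0433, the lowest of 13 alternatives, which reached 0.765. The response of CASP1 was larger in endocervical than in ectocervical cells by 0.62 on the log2 scale (interaction adjusted p = 3.05e-07). NOD2 rose by 0.53 (adjusted p = 0.000536), 1.81 (adjusted p = 1.28e-09) and 0.86 (adjusted p = 4.61e-05). With all libraries thinned to the smallest total, its ectocervical change was 0.37 (adjusted p = 0.0873), and under the other alternatives its adjusted p was as low as 3.38e-05. The paper states that these inflammasome-mediated genes are upregulated by *G. vaginalis*.

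**Figure D2:**
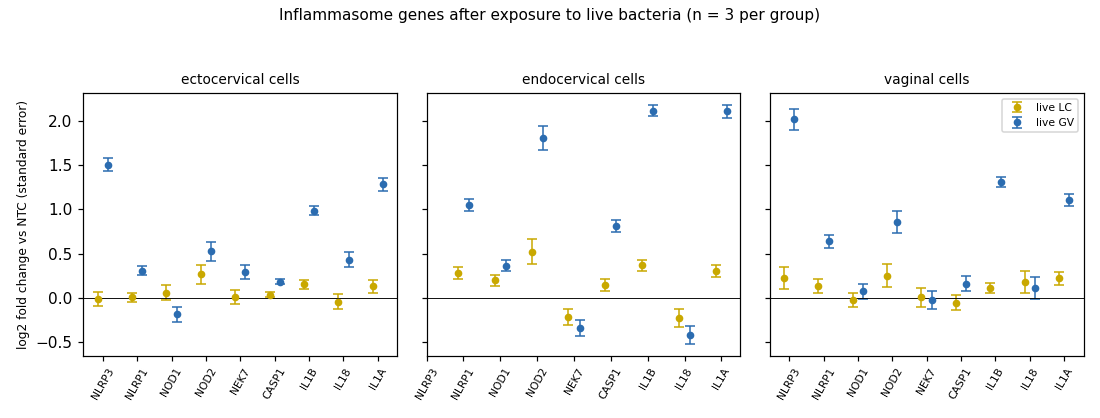
Log2 fold change against NTC (vertical axis, with the standard error as bars, n = 3 per group) of inflammasome genes after live *L. crispatus* (live LC) and live *G. vaginalis* (live GV) in ectocervical, endocervical and vaginal cells. NLRP3 after live *G. vaginalis* lies at 1.51 in ectocervical and 2.02 in vaginal cells and has no point in endocervical cells, where it lay below the low-count filter.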

The gene expression changes for all detectable inflammasome-associated genes are listed in Supplemental Table 7. 

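Of 31 inflammasome genes listed, 22 passed the low-count filter in ectocervical, 23 in endocervical and 25 in vaginal cells. After live *G. vaginalis* their median log2 fold change was 0.22 (14 of 22 genes higher, adjusted p = 1.12e-07), 0.36 (16 of 23 genes higher, adjusted p = 2.96e-09) and 0.075 (14 of 25 genes higher, adjusted p = 3.19e-06). With an adjusted p under 0.05, 12, 13 and 7 of them were higher and 1, 3 and 1 lower. Medians of the list were 0.073 (15 of 22 genes higher, adjusted p = 0.0701), 0.28 (16 of 23 genes higher, adjusted p = 4.02e-05) and 0.083 (15 of 25 genes higher, adjusted p = 0.00663) for *G. vaginalis* culture supernatants, 0.0079 (13 of 22 genes higher, adjusted p = 0.3), 0.12 (16 of 23 genes higher, adjusted p = 0.0105) and 0.0020 (13 of 25 genes higher, adjusted p = 0.351) for live *L. crispatus*, and -0.16 (9 of 22 genes higher, adjusted p = 0.329), 0.40 (19 of 23 genes higher, adjusted p = 0.0991) and 0.12 (18 of 25 genes higher, adjusted p = 0.675) for *L. crispatus* culture supernatants. When the inter-gene correlation was estimated, the adjusted p was 0.00183, 0.0013 and 0.000806 for live *G. vaginalis* and 0.0145 and 0.0216 in endocervical and vaginal cells for *G. vaginalis* culture supernatants. For live *L. crispatus* in endocervical cells it was 0.102, and by camera 0.112 without live *L. crispatus* replicate 3. NLRC4 was below the low-count filter in all 3 cell types, with at most 6 counts in a library, and without that filter its adjusted p after live *G. vaginalis* was 0.779, 0.327 and 0.952. IL18 changed by 0.43 (adjusted p = 0.00038), -0.42 (adjusted p = 0.00265) and 0.11 (adjusted p = 0.579), and GSDMD by -0.071 (adjusted p = 0.655), 0.35 (adjusted p = 0.000757) and -0.0089 (adjusted p = 0.969). NOD1 changed by -0.19 (adjusted p = 0.103), 0.36 (adjusted p = 0.000167) and 0.071 (adjusted p = 0.572), and NEK7 by 0.29 (adjusted p = 0.00544), -0.35 (adjusted p = 0.00543) and -0.023 (adjusted p = 0.901). The endocervical change of NOD1 had an adjusted p of 0.0581 with all libraries thinned to the smallest total, against 0.00017 as the lowest of its 13 alternatives.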

To determine if inflammasome activation contributes to the inflammatory response seen after *G. vaginalis* exposure in cervicovaginal epithelial cells, we performed a bacterial dose response experiment (1×10^5^–1×10^7^ CFUs/ml) for both *L. crispatus* and *G. vaginalis*. Caspase-1, IL-1β, and lactate dehydrogenase (LDH, a marker of cell death) release were significantly increased (p < 0.0001) in a dose-dependent manner from ectocervical, endocervical and vaginal cells after exposure to *G. vaginalis* but not *L. crispatus* (Supplemental Fig. 1).

### G. vaginalis activates the NLRP3 inflammasome in THP monocytes

To determine the specificity of NLRP3 inflammasome activation in mediating *G. vaginalis*-induced increases in IL-1β, caspase-1 or cell death in cervicovaginal epithelial cells, we treated monocytes, THP1-Null2 cells or THP1-NLRP3-KO (knock out) cells, with LPS (positive control), live *L. crispatus* (control for live *G. vaginalis*) or live *G. vaginalis*. Exposure to live *G. vaginalis*, but not L. crispatus, resulted in a significant increase in caspase-1 (p < 0.001, Fig. 6A) and IL-1β (p < 0.0001, Fig. 6B) in THP1-Null2 cells but not in THP-NLRP3-KO cells (p < 0.001). Cell death (LDH, Fig. 6C) remained unchanged after bacterial exposure in both THP1 cell types. Additionally, we treated THP1-Null2 cells with glybenclamide (glyburide) ^24^, a specific inhibitor of NLRP3 (with no effects on NLRC4 or NLRP1). Glybenclamide treatment significantly reduced caspase-1 (p < 0.05) and IL-1β (p < 0.0001, Fig. 6D and 6E). As with THP1-NLRP3-KO, no reduction in *G. vaginalis*-mediated cell death (LDH, Fig. 6E) was observed in THP1-Null2 cells treated with the NLRP3 inhibitor.

### G. vaginalis-mediated inflammasome activation in cervicovaginal epithelial cells is NLRP3 specific

Since *G. vaginalis* activates the NLRP3 inflammasome in THP1 monocytes, we determined if *G. vaginalis* could also activate an NLRP3-specific inflammasome in cervicovaginal epithelial cells. Glybenclamide treatment resulted in a significant reduction in *G. vaginalis*-mediated increases in caspase-1 (p < 0.01, Fig. 5A, 5D, 5G) and IL-1β (p < 0.05, Fig. 5B, 5E, 5H) in ectocervical, endocervical and vaginal cells, while *G. vaginalis*-induced cell death, as measured by LDH release, was unchanged (Fig. 5C, 5F, 5I).

### G. vaginalis activates the inflammasome-mediated immune response through caspase-1

Since inhibiting NLRP3 activation did not fully mitigate the *G. vaginalis*-mediated increases in IL-1β, caspase-1 or cell death in cervicovaginal epithelial cells, we sought to determine if inhibiting caspase-1 would fully block inflammasome activation. Using the irreversible caspase-1 inhibitor, Ac-YVAD-cmk ^25^, we determined that caspase-1 is an essential regulator of inflammasome activation by *G. vaginalis*. Inhibition of caspase-1 resulted in a significant reduction in the *G. vaginalis*-mediated increase in caspase-1 (p < 0.0001) (Fig. 4A, 4D, 4G), IL-1β (p < 0.0001) (Fig. 4B, 4E, 4H) and cell death (p < 0.0001) (LDH, Fig. 4C, 4F, 4I) in ectocervical, endocervical and vaginal cells after *G. vaginalis* but not *L. crispatus* exposure.

### L. crispatus culture supernatants alter chromatin accessibility

As most of the enriched pathways associated with differentially expressed genes in all three cervicovaginal cell types exposed to *L. crispatus* culture supernatants were related to alterations in histone and transcriptional regulation (Fig. 2A, 2E–G), we used assay for transposase-accessible chromatin high throughput sequencing (ATAC-seq) to ascertain whether these gene expression changes were associated with differences in chromatin accessibility ^26–28^. While all three cell types demonstrated substantial modulation of gene expression after exposure to *L. crispatus* culture supernatants, the prominence of upregulated epigenomic-associated functional pathways in ectocervical cells pointed to potential changes in chromatin accessibility in this cell type.

The number and percentage of aligned/unaligned reads were equal across all three cell types (Supplemental Fig. 2). Notably, the samples from the ectocervical cells had lower transcription start site (TSS) enrichment scores despite demonstrating similar quality control characteristics in alignment (Supplemental Fig. 3). There was a strong correlation between normalized read counts between conditions for each cell type (Supplemental Fig. 4).

We obtained a consensus peak set for each cell type (Ecto: 55,917 peaks, Endo: 46,535 peaks, VK2: 48,164 peaks). As expected, the majority of open chromatin peaks for all cell types were found in proximal promoter regions (< 1 kb) or intergenic regions (Fig. 7A). To determine if *L. crispatus* culture supernatant leads to cell-specific differences in chromatic organization, we compared the normalized read counts between different genomic regions. There was no difference in quantile normalized counts between the TSS and gene bodies for each cell type (Supplemental Fig. 5). However, only in the ectocervical cells, the consensus peak regions demonstrated nearly two discrete clusters (Fig. 7B). Endocervical and vaginal cells did not exhibit these two clusters of accessible sites (Fig. 7B).

We then tested whether there were regions of differential accessibility between the treatment conditions in the cell type-specific consensus peak sites. We detected 8,147 regions with differential accessibility profiles in *L. crispatus* supernatant-treated ectocervical cells, almost all showing reduced accessibility (8,125 with decreased accessibility, 22 with increased accessibility). There was only a fraction of sites differentially regulated in endocervical and vaginal cells (21 and 109 total sites, respectively). Notably, the distribution of differential accessibility sites was skewed towards an increase in the percentage of distal intergenic and intronic regions and a decrease in proximal promoter sites compared to the general distribution of all detected ectocervical peaks (Fig. 7C). We identified the genes neighboring the differentially regulated sites and sought to determine whether these genes overlapped with differentially expressed genes we had detected by RNA-sequencing after *L. crispatus* supernatant. Indeed, most genes with differential expression in ectocervical cells treated with *L. crispatus* supernatant had differential accessibility by ATAC-sequencing (683/762 genes)^29–31^.

Given the strong relationship between differentially expressed genes and differentially accessible chromatin, we sought to identify whether differentially accessible chromatin was more likely to be associated with previously identified putative tissue-specific regulatory regions or all identified human enhancer regions (enhancer-like sequences of different primary tissues described by the Encylopedia of DNA Elements (ENCODE) Project or open accessibility regions identified in different primary cancer specimens)^32–34^. Surprisingly, we discovered little overlap between differential accessibility in ectocervical cells and putative enhancer regions (Fig. 7D, Chi-squared test for trend *p* = 0.8334 in differentially accessible ectocervical peaks vs random matched control regions). However, ENCODE does not have specimens from primary cervical tissue so we could only compare the ectocervical signatures to specimens collected from the vagina and uterus. By contrast, there was a substantial overlap between all open chromatin regions identified in ectocervical cells and published likely enhancers (Fig. 7E, Chi-squared test for trend *p* = 0.0028 in all accessible ectocervical peaks vs random matched control regions).

Despite not being associated with known enhancer regions, motif analysis of the downregulated differentially accessible sites demonstrated enrichment for 497 transcription factor motifs with an FDR of 0.05 (Supplemental Table 8, Fig. 7F). The position of the top 5 identified motifs was at the center of the peak, consistent with the expected location of any true transcription factor binding^35^. Gene-disease enrichment analysis of these transcription factors demonstrated a marked enrichment of multiple pathways related to neoplasms, endometriosis and infertility, all pathologies potentially associated with *Lactobacillus*-dominated microbiota (Fig. 7G) ^36,37^. To determine if this enrichment was specific, we generated random lists of transcription factors from the same motif database and demonstrated only an overlapping enrichment in unrelated craniofacial anomalies, suggesting our findings are indeed specific (Supplemental Fig. 6).

## Discussion

Host-microbe interactions have been shown to govern health and disease in multiple biological systems. With this study, we now reveal unique molecular mechanisms involved in host-microbe interactions in the cervicovaginal space, thus addressing a large knowledge gap in reproductive health. These findings confirm the induction of diverse immune pathways in response to *G. vaginalis*, a facultative anaerobic bacteria associated with many gynecological disorders, including STI and HPV acquisition. Importantly, we found that *G. vaginalis* activates the NLRP3 inflammasome in cervicovaginal epithelial and immune cells. Further advancing our understanding of host-microbe interactions in the cervicovaginal space, we report that exposure to *L. crispatus* culture supernatants results in epigenetic modifications in ectocervical cells. Collectively, these studies demonstrate the complexity of host-microbe interactions with divergent effects between live bacteria and their culture supernatants and epithelial cell responses to microbe-specific secreted factors.

While many studies have used high throughput sequencing technologies to identify and characterize microbial communities present in the cervicovaginal space ^38–40^, few have leveraged whole genome transcriptomic sequencing to investigate the genes and functional pathways altered by host-microbe interactions between different vaginal bacteria and their supernatants on all three cervicovaginal epithelial cells types. The RNA-seq results from this study reveal host epithelial cell-specific genes and functional pathways that are modulated by *G. vaginalis* and L. crispatus. Whole-genome transcriptomic evaluations of ectocervical, endocervical and vaginal cells exposed to *G. vaginalis* or *L. crispatus* (or their culture supernatants) revealed unexpected findings in that *L. crispatus* supernatant exposure modulated a high number of genes while live *L. crispatus* modulated very few genes. As studies have shown that *L. crispatus*-dominated microbiota protect the cervicovaginal epithelium from viral and bacterial infection ^39,41,42^, it has been hypothesized that *L. crispatus* secreted factors contribute to this protection. For example, a previous study identified that culture supernatant from *Lactobacillus* spp., including *L. crispatus*, is protective against *Chlamydia trachomatis* infection due to the protective effects of D(−) lactic acid and a reduction in vaginal epithelial cell proliferation ^39^. Perhaps not as surprisingly, RNA sequencing revealed that live *G. vaginalis* and its culture supernatant both altered the expression of a high number of genes, with live *G. vaginalis* modulating more than its culture supernatant. The difference in gene expression profiles induced by live bacteria or their culture supernatants by these two common bacterial species demonstrates the complexity of the host-microbial interactions in the cervicovaginal space. The induction of diverse and specific molecular pathways by vaginal bacteria serve to ascribe mechanisms by which these microbes promote reproductive health or disease.

Unique transcriptomic signatures were observed for each type of cervicovaginal epithelial cell studied. After *G. vaginalis* exposure, distinct sets of genes were upregulated in each epithelial cell type indicating that most altered genes appear to be cell type specific; however, many of these genes target similar innate immune pathways providing evidence of the redundancy in immune regulation. The innate immune pathways most predominantly implicated in the cervical and vaginal epithelial cell response to *G. vaginalis* included the upregulation of NFkB signaling, an increase in anti-microbial peptides (AMPs) and activation of the NLRP3 inflammasome. The finding that *G. vaginalis* initiates an NFkB-mediated inflammatory response in cervicovaginal epithelial cells is not unexpected as previous studies by our laboratory, and many others, have shown significant increases in cervical and vaginal epithelial cell cytokine levels after *G. vaginalis* exposure ^23,43,44^. Interestingly, a recent study investigated the vaginal epithelial proteome after exposure to *G. vaginalis* culture supernatants and identified an activation of the mTOR signaling pathway ^45^. 

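With live *G. vaginalis*, MTOR (ENSG00000198793) in vaginal cells was 174 ± 5.60 CPM after exposure and 187 ± 1.47 CPM in NTC (SD, n = 3 each), a log2 fold change of -0.10 (standard error 0.13, adjusted p = 0.624). Its change was -0.016 (standard error 0.13, adjusted p = 0.985) after live *L. crispatus*, -0.0072 (standard error 0.13, adjusted p = 0.981) after *G. vaginalis* culture supernatants and -0.22 (standard error 0.13, adjusted p = 0.247) after *L. crispatus* culture supernatants. The last group was the most variable, at 147 ± 43.8 CPM (SD, n = 3), and without its replicate 3 the change was -0.38 (adjusted p = 0.0462). In one fit of all 63 libraries it was -0.24 (adjusted p = 0.0309). Without replicate 2 of that group the change was 0.0057, and over 14 alternatives the adjusted p reached 0.946.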

As mTOR is known to regulate many immune functions including the activation of NFkB ^46^, it is possible that mTOR may play a role in *G. vaginalis* host-microbial functions, however, we did not detect a change in mTOR gene expression in vaginal cells after exposure to either live bacteria or culture supernatants in our RNA-seq analysis. Even though many studies have identified an activated immune response in *Lactobacillus*-deplete microbial communities, characterization of this response has been highly varied and complex putting even more emphasis on the need to clearly identify specific immune factors/pathways activated by cell and microbe specific interactions.

As a critical part of the innate immune response, AMPs, also known as host defense peptides, act to destroy invading/foreign pathogens using a variety of biological processes. The four AMPs measured in this study use overlapping but distinct mechanisms of host defense including the regulation of immune cell migration (CCL20) ^47–49^, acting as a chemoattractant for neutrophils (S100A8) ^50,51^, barrier protection against neutrophil elastase (SLPI), or sequestering iron to limit bacterial nutrients and prevent growth (LCN2). *G. vaginalis*-mediated increases in CCL20 and S100A8 were most consistently observed in all three cervicovaginal cells indicating that these AMPs are likely to play an essential role in the host response. Additionally, immune cell recruitment by *G. vaginalis* through the release of CCL20 and S100A8 is a potential plausible mechanism as to how *G. vaginalis* colonization results in increased risk of HIV acquisition. Overall, these data provide evidence that the host uses multiple different mechanisms, controlled by individual AMPs, to protect against pathogenic microbes and speaks to the complexity of the innate immune response and the role of unique AMPs in this response.

Interestingly, RNA-seq identified a significant upregulation of NOD-like receptor (NLR) family, pyrin domain-containing protein 3 (NLRP3) inflammasome-associated genes in cervicovaginal cells after *G. vaginalis* exposure. Inflammasomes are a group of proteins that act as intracellular pathogen recognition receptors (PRRs) that respond to pathogen associated molecular patterns (PAMPs) from foreign microbes. Inflammasomes are activated in a multitude of inflammatory conditions, but very little is known about microbe-mediated inflammasome activation in the cervicovaginal space. Inflammasomes have been shown to be activated in immune cells after bacterial challenge with cervicovaginal microbes including *Neisseria gonorrhoeae* and *G. vaginalis* ^52,53^. Specifically, *G. vaginalis* has been shown to activate the NLRP3 inflammasome in macrophages and THP-1 monocytes ^53,54^. In this study, we confirmed that *G. vaginalis* increases caspase-1 and IL-1β levels through NLRP3 in THP-1 monocytes, an effect that is not seen with *L. crispatus*.

Noting this prior work, this is the first study to demonstrate that *G. vaginalis* activates a canonical inflammasome pathway, not just in immune cells, but also in cervicovaginal epithelial cells. *G. vaginalis* activation of the inflammasome pathway seems to be mediated, at least in part, through NLRP3, as the NLRP3 specific inhibitor, glybenclamide, was able to reduce the *G. vaginalis*-mediated increases in caspase-1 and IL-1β. While prior reports demonstrate that NLRP3 activation is essential for the induction of the inflammasome by *G. vaginalis* for immune cells, we find that the induction of the inflammasome in cervicovaginal epithelial cells is more complex ^53,55^. RNA-seq showed significant increases in expression in several genes associated with the inflammasome pathway. As such, increased NLRP1 expression in cervicovaginal cells after exposure to *G. vaginalis* suggests that NLRP1 may also be contributing to the inflammasome-mediated immune activation. Future studies would be needed to further investigate the role of NLRP1, and possibly other *G. vaginalis*-mediated inflammasome components (Supplemental Table 7), in the regulation of host-microbial interactions with *G. vaginalis*. The finding that *G. vaginalis* can activate the inflammasome in both cervicovaginal epithelial cells and monocytes suggests that inflammasome activation may be an important and common contributor to the inflammatory response in a *G. vaginalis*-dominated cervicovaginal space.

While cell death (pyroptosis) is an integral part of inflammasome activation, *G. vaginalis* also secrets a cholesterol-dependent cytolysin, vaginolysin, that creates pores in the epithelial cell membrane causing cell death ^56^. Therefore, it is difficult to discern if the cell death observed after *G. vaginalis* exposure is due to inflammasome activation directly, an indirect result of vaginolysin or a combination of both. While our results show that cell death in cervicovaginal cells is mediated by caspase-1 activation, in agreement with studies that show caspase-1 is required for Gasdermin cleavage and activation (necessary for NLRP3-induced pyroptosis) ^57^, we did not see a reduction in cell death with the NLRP3 inhibitor in either cervicovaginal cells or monocytes. Further elucidation of the mechanisms leading to cell death would be important for therapeutic strategies to limit *G. vaginalis*-mediated epithelial dysfunction.

Demonstrating the capabilities of different vaginal bacteria species to induce unique molecular profiles, in contrast to the induction of innate inflammatory pathways by *G. vaginalis*, cervicovaginal cells exposed to *L. crispatus* culture supernatant predominantly showed alterations in RNA polymerase, histone, and transcription-related genes. These findings suggest an important role for *L. crispatus* culture supernatant in inducing epigenomic modifications of host epithelial cells. An abundance of *Lactobacillus* spp. (including *L. crispatus, L. jensenii* and *L. gasseri*) in the cervicovaginal space have been shown to be protective against microbial pathogens, vaginal infection, and cervical cancer ^58^. While the biological mechanisms contributing to *Lactobacillus* protection remain largely unknown, studies have shown that *Lactobacillus* spp. produce lactic acid ^59,60^, hydrogen peroxide ^61^ and bacteriocins ^41^ that act by creating an environment that inhibits the growth of pathogenic microbes. As evidence of a direct impact of *L. crispatus* on epithelial function, *L. crispatus* has been demonstrated to inhibit cell proliferation and migration ^62^.

Unique to this study, we find that *L. crispatus* supernatant caused substantial modulation of genes globally regulating the transcriptome and epigenome. These changes corresponded to a substantial unexpected reorganization of the epigenome as shown by ATAC-seq. *L. crispatus* largely reduced the number of open chromatin regions in ectocervical cells. An intriguing hypothesis is that *L. crispatus* may be important for increasing the resilience of cells to infection (ex. Chlamydia, HIV, HPV) by modulating the epigenetic susceptibility of the cells to a disease or pathogen ^63,64^. Providing evidence for the ability of *L. crispatus* to alter the epigenome to protect from disease, a previous study has shown that supernatant from *Lactobacillus* spp. can decrease *C. trachomatis* infection by inhibiting cell proliferation through epigenetic mechanisms. Specifically, *L. crispatus* culture supernatants decreased histone deacetylase 4 (HDAC4) and increased histone acetylase EP300 through mechanisms thought to involve D(−) lactic acid in vaginal cells ^39^. Based on this report, we can hypothesize that *L. crispatus* culture supernatants induce these epigenomic effects due to the presence of lactic acid isomers. However, it is also plausible that other metabolites and/or proteins within the *L. crispatus* culture supernatant are responsible for inducing these epigenomic changes. Importantly, understanding the ability of *L. crispatus* supernatants to modify cervicovaginal epithelial function may provide new therapeutic strategies to optimize reproductive health.

Intriguingly, in this study the regions of differential chromatin accessibility did not overlap with regions previously described in published putative enhancers. This discrepancy could be due to multiple reasons. First, we do not have ENCODE or ATAC profiles of healthy primary cervical tissue for comparison. In addition, the profiled cervical cancer specimens were derived from only four specimens and likely have different biological profiles than the ectocervical lines used here. Therefore, it is possible that these differentially regulated regions are cell type-specific enhancers in ectocervical cells. Second, it is notable that there is a substantial increase in the proportion of intronic sites among the ectocervical differentially accessible sites compared to all the ectocervical peaks (48.2% vs 26.7% respectively), suggesting a potential role for Lactobacillus in regulating isoform transcriptions through chromatin modulation. However, RNA-seq data in this study is limited in its ability to directly answer this question; a repeat of this study with long read RNA-seq would be more suitable^65^. Lastly, there is a growing literature about the roles of lactate as a precursor to acetyl-CoA needed for histone acetylation as well as a direct modifier of histones through histone lactylation^66–69^. Histone lactylation is generally described to lead to increased expression, putatively associated with more open chromatin. Yet, the role of lactate in modifying histones and other epigenetic regulators is a new area of research and further work would be needed to elucidate its role in decreasing chromatin accessibility in specific contexts. Nonetheless, while we cannot fully identify how these differentially regulated sites may be contributing to gene regulation, it is notable that disease gene enrichment analysis of transcription factors associated with the motifs at these sites demonstrated multiple pathologies related to women’s health, including fertility and endometriosis, posing an intriguing avenue for better understanding the molecular underpinnings of these common but poorly understood disorders.

A limitation of this study is that it relies on single strains of common vaginal bacteria. While studies investigating broader microbial communities are needed to more accurately mimic the cervicovaginal microbiota present *in vivo*, by focusing on single microbes of interest we were able to identify specific functional pathways that may drive adverse outcomes. An in-depth understanding of single bacteria lays the foundation for these future studies. In addition to *G. vaginalis*, studies investigating other high-risk anaerobic bacteria for adverse reproductive outcomes ^7^, including *Sneathia* spp, *Mobiluncus* spp. and *Prevotella* spp. would be necessary to elucidate the combinatorial effects of anaerobes more broadly on cervicovaginal function. Now that specific biological functions of both *G. vaginalis* and *L. crispatus* have been identified, these pathways can be used to develop mechanistic hypotheses to evaluate more complex microbiota or clinical populations. For the analysis of ATAC data, publicly available databases, such as the ENCODE database, do not contain comparable ATAC data in cervical tissue or vaginal tissue for comparison of normal/control human tissue^32^. Developing these resources should be a priority as they will be critical for further understanding of the host-microbial interactions in the reproductive tract and their role in diverse reproductive outcomes.

Overall, the results of this study identify novel transcriptomic and epigenomic pathways altered by microbes within the cervicovaginal space that are most commonly associated with reproductive health and disease. Utilizing whole genome RNA-sequencing, we identified microbe-specific functional gene pathways including activation of the innate immune response by *G. vaginalis* and increased RNA transcription and histone modifications by *L. crispatus* that are regulated by host-microbe interactions within the cervicovaginal space. These results suggest that complex interactions between host cells and live bacteria or the factors they secrete have distinct and specific functions in modifying host epithelial cell responses. Novel to this study, we identified two key areas for potential therapeutic targets: 1) activation of the inflammasome as part of the innate immune response to *G. vaginalis* and 2) epigenetic regulation by *L. crispatus* culture supernatants. Targeting specific *G. vaginalis*-mediated innate immune pathways may serve to modulate the inflammatory response associated with *G. vaginalis*, and thus, could impact STIs, BV and preterm birth. Likewise, leveraging the potential of *L. crispatus* to alter the epigenetic landscape may provide new opportunities to optimize the cervicovaginal epithelial barrier and prevent pathogenic (e.g. chlamydia, HPV) microbes from harming and infecting the epithelial barrier. Continued elucidation of host-microbial interactions in the female reproductive tract will undoubtedly serve to optimize reproductive health.

## Materials and Methods

### Cell Culture

Ectocervical (Ect/E6E7, AATC# CRL-2614) (Ecto), endocervical (End1/E6E7, AATC# CRL-2615) (Endo) and vaginal (VK2/E6E7, ATCC# CRL-2616) (VK2) human epithelial cell lines (American Type Culture Collection, Manassas, VA) were cultured in Keratinocyte-Serum Free Media (K-SFM) supplemented with 0.1 ng/mL epidermal growth factor and 50 ug/mL bovine pituitary extract (Gibco, Life Technologies), 100 U/mL penicillin, and 100 μg/mL of streptomycin at 37°C in a 5% CO_2_ humidified incubator. The monocyte cell lines, THP1-Null2 (Invivogen) and THP1-KO-NLRP3 (Invivogen), which have a biallelic KO of the N-terminal region of the NLRP3 gene, were cultured according to the manufacture’s protocol. Briefly, THP1-Null2 and THP1-KO-NLRP3 cells were grown in RPMI 1640 supplemented with 2 mM L-glutamine, 25 mM HEPES (Gibco, Life Technologies), 10% heat-inactivated fetal bovine serum (Gemini Bio), 100 μg/ml Normocin^™^, 100 U/mL penicillin, and 100 μg/mL of streptomycin. Cells were maintained in T-25 flasks at 37°C in a 5% CO_2_ humidified incubator.

### Bacterial Cultures and Preparation of Bacteria-Free Supernatants

Bacterial strains, *L. crispatus* (ATCC 33197) or *G. vaginalis* (ATCC 14018), were obtained from the American Type Culture Collection (Manassas, VA). *G. vaginalis* was grown on Tryptic Soy Agar with 5% Sheep Blood plates (Hardy Diagnostics) and *L. crispatus* was grown on De Man, Rogosa and Sharpe agar (Fisher Scientific); both strains were grown in New York City III (NYCIII) broth. Bacteria were grown at 37°C in an anaerobic glove box (Coy Labs, Grass Lake, MI).

For each experiment the following bacterial growth protocol was followed: *L. crispatus* and *G. vaginalis* glycerol stocks were streaked on agar plates, as well as, into broth tubes and grown overnight. The broth starter cultures were diluted to an optical density of 0.2 and then used to inoculate 20ml working cultures, which were grown for 20 hours prior to use in experiments. Bacterial densities of the working cultures were estimated the day of the experiment based on optical density readings at 600 nm using an Epoch2 plate reader (Biotek, Winooski, VT), and the appropriate volume was centrifuged at 13,000 × *g* for 3 min. The bacterial pellets were resuspended in the appropriate cell culture media without antibiotics and added to epithelial cells at 10^4^ −10^6^ CFUs/well. Precise bacterial densities of the working cultures were determined by plating serial dilutions of the working cultures and counting CFUs. For all experiments, reported bacterial densities are +/− 0.5 log of the noted bacterial density (CFU/well).

To obtain bacteria-free culture supernatants, the working cultures were centrifuged at 13,000 × *g* for 3 min and the supernatant was filtered through a 0.22 μm filter (Fisher Scientific) to remove any remaining live bacteria. Bacteria-free culture supernatants were diluted to 1% v/v in the appropriate cell culture media without antibiotics.

### In vitro Epithelial and Immune Cell - Bacteria Interactions

Ectocervical, endocervical and vaginal cells were plated at 1.5 × 10^5^ cells/well in twenty-four well plates containing K-SFM without antibiotics. THP1-Null2 or THP1-KO-NLRP3 cells were plated at 1.5 × 10^5^ cells/well in twenty-four well plates containing RPMI 1640 media without antibiotics. The next day, the cells were exposed to either live *L. crispatus* or *G. vaginalis* (1×10^5 −^ 1×10^7^ CFU/well) or 1% (v/v) bacteria-free supernatants (generated from a 1×10^7^ CFU/mL culture) for 24 hr. For cells treated with bacteria-free supernatants from *L. crispatus*, K-SFM media was supplemented with 50mM HEPES and sodium bicarbonate (3000 mg/L total concentration) to bring the pH of the media up to a physiological level (7.2). In additional experiments, ectocervical (n = 6/treatment), endocervical (n = 6/treatment), vaginal cells (n = 6/treatment) or THP1-Null2 (n = 6/treatment) cells were pre-treated with Glybenclamide (100 μg/ml, Invivogen), a specific NLRP3 inhibitor, for 30 mins prior to live bacteria exposure or Ac-YVAD-cmk (25 μM, Sigma-Aldrich), an irreversible caspase-1 inhibitor, for 1 hour prior to live bacteria exposure. For inflammasome experiments, LPS (10 ng/ml) exposure for 24 hr was used as a positive control of inflammasome activation. For all supernatant experiments, cells were also exposed to NYCIII bacterial growth media alone as a negative control to determine any baseline effects of the growth media on the outcomes of interest. At the end of each experiment, cell culture media was collected for cell death, ELISA assays and/or the cells were collected in Trizol (Invitrogen, Thermo-Fisher Scientific) for RNA extraction.

### RNA Sequencing and Analysis

RNA was extracted from ectocervical, endocervical and vaginal cells after exposure to bacteria or culture supernatants from *L. crispatus* and *G. vaginalis* (n = 3/treatment group) collected in Trizol using the Qiagen-RNeasy Plus Mini kit by the Penn Next-Generation Sequencing Core. The resulting RNA had RIN values > 9. Illumina sequencing libraries were prepared using the Illumina TruSeq mRNA stranded library prep kit according to the manufacturer recommendations. The resulting libraries had an average molarity of 69 nM +/1 27 nM. Libraries were sequenced to a median depth of 41 million 100 bp single reads on an Illumina NovaSeq 6000. Transcript quantification from RNA-seq data was performed using Salmon and release 38 (GRCh38.p13) of the human genome ^70,71^. Several Bioconductor packages in R were used for subsequent steps ^72,73^. The output was annotated and summarized using tximeta and further annotation was completed with biomaRt ^74,75^. Principle Component Plots (PCA) were created using pcaExplorer ^76,77^. The normalizations and statistical analyses were done with DESeq2 ^78^. The full RNA-seq dataset was submitted to Gene Expression Omnibus (accession # GSE234837).

### RNA-seq Pathway Analysis

PathfindR was used for pathway enrichment analysis using Gene Ontology terms (https://github.com/egeulgen/pathfindR) ^79^. Upregulated and downregulated genes were grouped together for each comparison. The enrichment threshold was set at an FDR of 0.05, with a significant gene threshold of 0.02. A heatmap for enrichment scores for each comparison was created by first calculating and aggregating term scores for each sample included for each comparison and then averaging the scores across all compared samples. ComplexHeatmap package in R was then used to visualize the comparison of GO term analysis (rows) for all the comparisons (columns). Rows were clustered by the “complete” method with a kmeans = 10. A word cloud was used to represent the most significant recurring pathways in a cluster. Generic terms were excluded from word cloud (“pathway,” “cellular,” “regulation,” “positive,” “negative,” “cell,” “complex,” “process,” “factor,” “activity,” “protein,” “DNA,” “RNA,” “levels,” “binding,” “response,” “signaling,” “receptor”).

### Cell Death Assay

Ectocervical, endocervical, vaginal, THP1-Null2 and THP1-KO-NLRP3 cells were grown and exposed to bacteria or bacterial culture supernatants as described above. Lactate dehydrogenase (LDH) released upon cell lysis (n = 3–9 independent experiments per cell type) was quantified using the CytoTox 96 Non-radioactive cytotoxicity assay (Promega, Madison, WI), a coupled enzymatic assay that results in the conversion of a tetrazolium salt into a red formazan product. The colorimetric output was measured using a plate reader at 490 nm and absorbance values were recorded.

### ELISA

Ectocervical, endocervical, vaginal, THP1-Null2 and THP1-KO-NLRP3 cells were cultured in 24-well plates and exposed to either live bacteria or bacterial supernatants as stated above. Anti-microbial peptides, CCL20, SLPI, LCN2, S100A8/A9, or inflammasome-associated cytokines, IL-1β and caspase-1, were measured in cell culture media after 24 hr of exposure (n = 6/group). The expression of these analytes was measured by a ligand-specific commercially available ELISA kit that utilizes a quantitative sandwich enzyme immunoassay technique using reagents from R&D Systems (Minneapolis, MN).

### ATAC-seq Nuclei Extraction, Tagmentation, Purification and Library Amplification

ATAC-seq was performed on ectocervical, endocervical and vaginal cells after exposure to *L. crispatus* bacteria-free supernatants (n = 3/treatment group). ATAC-seq libraries were generated using the ATAC-seq Kit from Diagenode (Diagenode, A Hologic Company) according to manufacturer instructions. Briefly, nuclei were extracted from 50,000 cells. Tagmentation was completed by resuspending the isolated nuclei in transposase reaction mix and the samples were purified using the kit’s provided columns. Following purification, library fragments were amplified by PCR according to the manufacturer recommendations. Unique Dual Indexes Primer Pairs were incorporated for multiplexed sequencing. To reduce amplification bias, after the first 5 cycles of the PCR reaction, qPCR was used to determine how many additional cycles were needed to produce enough library to meet the required amount for sequencing. For this, an aliquot of the PCR reaction was added to Sybr Green and amplified for 20 cycles. Libraries were amplified for a total of 11–13 cycles (with one library requiring 17 cycles for amplification). Final libraries were purified using bead purification (Beckman Coulter), then assessed for size distribution and concentration using a BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies). The resulting libraries were pooled. The pool was diluted to 2 nM, denatured, and then 13 libraries were loaded onto an S1–100 (2×50) flow cell on an Illumina NovaSeq 6000 (Illumina, Inc.) according to the manufacturer’s instructions. The average read number per sample was 50M+/− 20%. De-multiplexed and adapter-trimmed sequencing reads were generated using bcl2fastq. The full ATAC-seq dataset was submitted to Gene Expression Omnibus (accession # GSE233444).

### ATAC-seq Mapping and Peak Calling

ATAC-seq data analysis was adapted from a previously published approach ^26^. Each cervicovaginal cell type was analyzed separately. In brief, raw FASTQ files were processed and mapped to release 38 (GRCh38.p13) of the human genome using the PEPATAC pipeline ^80^. Reads were trimmed with *Skewer* and then aligned with *Bowtie2* using default settings ^81,82^. Duplicate reads were removed using *samblaster* ^83^.

An iterative overlap peak calling strategy on fixed-sized peaks of 501 bp was used to define a set number of peaks for each cell type for downstream differential accessibility comparison ^26^. First, for each biological replicate, MACS2 was used to call peaks with the parameters as follows: --peak-type fixed --extend 250 ^84^. Biological replicates of each treatment and then both treatments together from each cell type were merged using an iterative overlap approach previously described ^26,34^. Blacklisted regions were excluded from called peaks (accessed 4 November 2022 at https://github.com/Boyle-Lab/Blacklist) ^85^.

### ATAC-seq Peak and Differential Accessibility Analysis

Peak location was annotated with *CHIPseeker* ^86^. Counts for peaks were calculated using *Rsubread* ^87^. We determined the differential accessibility of peaks between treatments with *DESeq2* ^88^. We compared *L. crispatus* culture supernatant treated to NYCIII media controls for each cell type. A Wald test was used to determine significance. A peak was defined as statistically significant in differential accessibility if |log2foldchange| > 1 and FDR < 0.05. We utilized the R package rGREAT for the nearest gene analysis to access the Genome Regions Enrichment of Annotations Tool (GREAT) web service^29–31^. For GREAT, we used the parameters for “the two closest genes” to a differential accessible site as it is frequently not the closest genes that is differentially regulated.

Motif analysis was performed using Simple Enrichment Analysis version 5.5 as part of the MEME Suite (https://meme-suite.org/meme/tools/sea) ^89,90^. CIS-BP 2.0 motifs were used for the query ^91^. Gene-disease enrichment was performed using *disgenet2R* (https://www.disgenet.org/) ^92^. Random gene lists for comparison were generated by sampling 497 transcription factors from the CIS-BP 2.0 database.

### ATAC-seq Chromatin Accessibility Visualization

*EasSeq* was utilized to visualize the data ^93^. Biological replicates of BAM files were pooled for quantification of specific regions. Quantile normalization was used for counts per region for visualization to minimize bias from sequencing depth. Calculation of overlap performed both by any amount of overlap and the exact overlap of base pairs between all comparisons. Random regions matched of equal number comparisons to differentially accessible regions or all ectocervical open chromatin regions were generated by Regulatory Sequence Analysis Tools (random genome fragments tool; http://rsat.sb-roscoff.fr/)^94^. ENCODE datasets for all human enhancer-like sequences (ELS, defined as high DNAse-seq signal and high H3K37me3), or tissue-specific regulators were obtained from https://screen.encodeproject.org/ ^32,33^. For uterus and vaginal specimens, downloaded with “Low-DNase” were filtered out to enrich for sites that had any evidence of potential enhancer or regulator activity. However, strict enhancer-like signature criteria could not be applied because all sequencing modalities were not available for all the samples. Primary cancer cell data sets were obtained from supplemental of published ATAC profiling^34^.

### Statistical Analysis

Statistical analyses were performed for all experiments (except for RNA or ATAC sequencing, statistical analysis is described above for each) with the GraphPad Prism Software (Version 9.0, San Diego, CA). For data that were normally distributed (as assessed by Shapiro-Wilk test), one-way analysis of variance (ANOVA) was performed. If statistical significance was reached (p < 0.05), then pair-wise comparison with a Tukey post hoc test was performed for multiple comparisons. If data were not normally distributed, then the non-parametric Kruskal-Wallis test was used and pairwise comparison was done using Dunn’s multiple comparison test. Chi test for trend was utilized to compare overlaps of indicated ectocervical peaks with the number of a random set of sites matched for size and CG content.

## Figures and Tables

**Figure 1:**
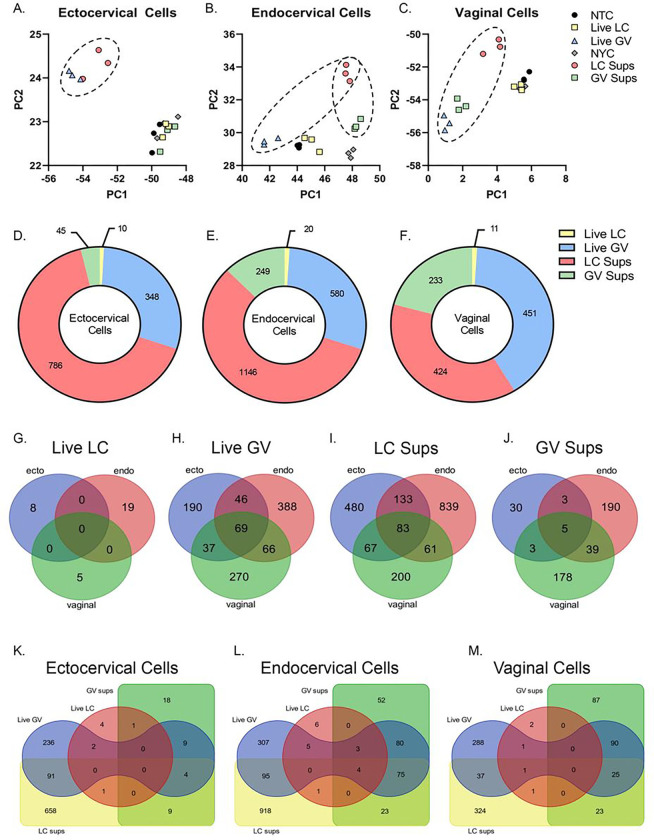
RNA-seq identified differentially expressed genes in cervicovaginal epithelial cells after 24 hr exposure to live bacteria or culture supernatants from *L. crispatus* or *G. vaginalis*. Principle component analysis (PCA) plots showing gene expression modulation in ectocervical (A), endocervical (B) and vaginal (C) cells exposed to either live *G. vaginalis* (vs NTC control) or *L. crispatus* culture supernatants (vs NYCIII control). The total number of differentially expressed genes (adj. p<0.05, Log2FoldChange ≥ 1 and ≤ −1) in each exposure group by cell line (D-F). The number of overlapping differentially expressed genes between cervicovaginal cell types for each bacterial exposure (G-J). The number of overlapping differentially expressed genes between bacterial exposures within each cervicovaginal cell types (K-M).

**Figure 2:**
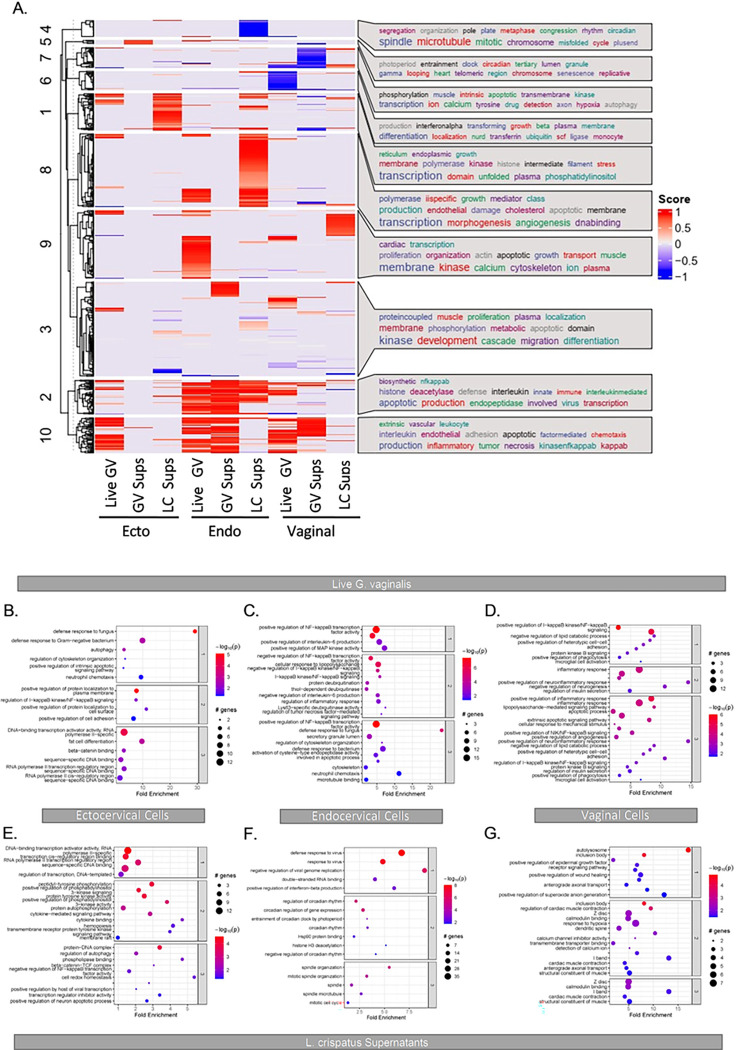
Differential clustering of significant differentially expressed genes (adj. p<0.05, Log2FoldChange ≥ 1 and ≤ −1) between exposure groups and across cervicovaginal cell lines reveal modulation of functional pathways (A). Functional pathway analysis (B-G) of RNA-seq data for ectocervical (B, E), endocervical (C, F) and vaginal (D, G) epithelial cells exposed to live *G. vaginalis* or *L. crispatus* culture supernatants.

**Figure 3:**
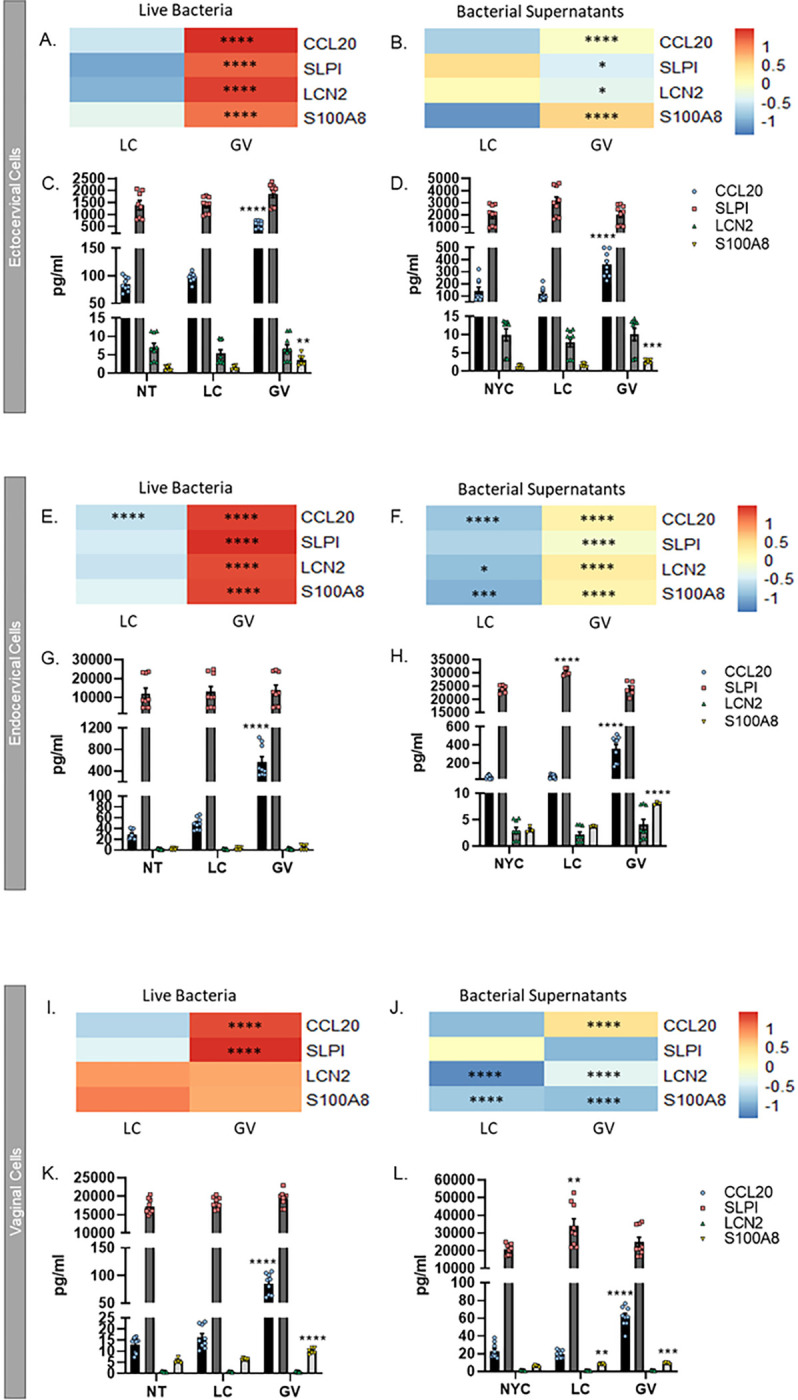
Anti-microbial peptide gene expression and proteins are significantly increased after cervicovaginal cell exposure to live bacteria or culture supernatants from *G. vaginalis*. RNA-seq identified CCL20, SLPI, LCN2 and S100A8 as being significantly upregulated by live *G. vaginalis* and its supernatants in ectocervical (A, B), endocervical (E, F) and vaginal (I, J) epithelial cells. ELISAs further identified that these anti-microbial peptides were increased after live *G. vaginalis* (C, G, K) or *G. vaginalis* culture supernatant exposure (D, H, J). Values are mean ± SEM. Asterisks over the individual bars represent comparisons to control; asterisks over solid lines represent comparisons between treatment groups. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 4:**
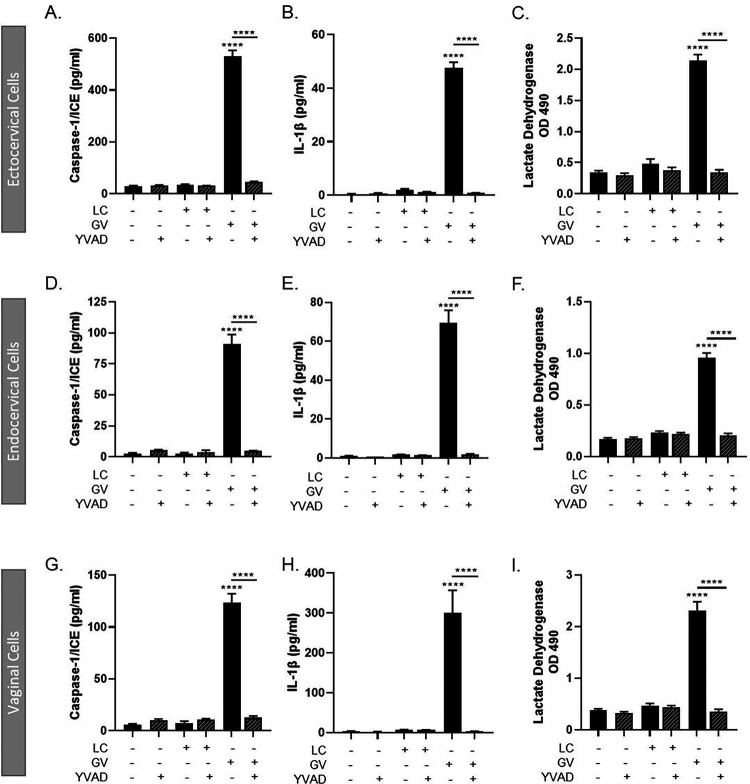
Live *G. vaginalis*, but not L. crispatus, exposure initiates canonical-inflammasome activation in ectocervical (A-C), endocervical (D-F) and vaginal (G-I) epithelial cells. Exposure to live *G. vaginalis* for 24hrs increases caspase-1 (A, D, G), IL-1β (B, E, H) and cell death as measured by lactate dehydrogenase (LDH) (C, F, I). The *G. vaginalis*-mediated increases in inflammasome-associated proteins are significantly reduced after pre-treatment with YVAD, a caspase-1 inhibitor. Values are mean ± SEM. Asterisks over the individual bars represent comparisons to non-treated control; asterisks over solid lines represent comparisons between treatment groups. ****p<0.0001

**Figure 5:**
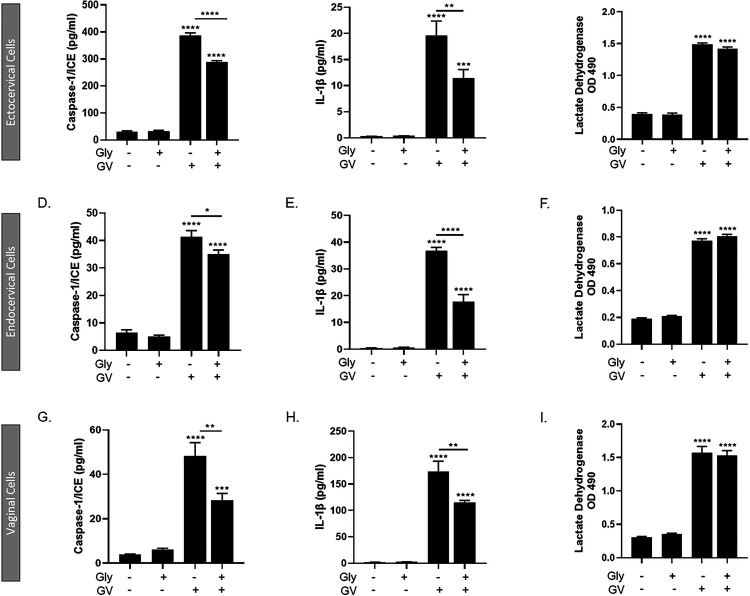
Inflammasome activation by *G. vaginalis* is specific to the NLRP3 inflammasome. Pre-treatment with glybenclamide, a specific NLRP3 inhibitor, was able to partially reduce the *G. vaginalis*-mediated increases in caspase-1 (A, D, G) and IL-1β (B, E, H) with no changes to cell death. Values are mean ± SEM. Asterisks over the individual bars represent comparisons to non-treated control; asterisks over solid lines represent comparisons between treatment groups. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 6:**
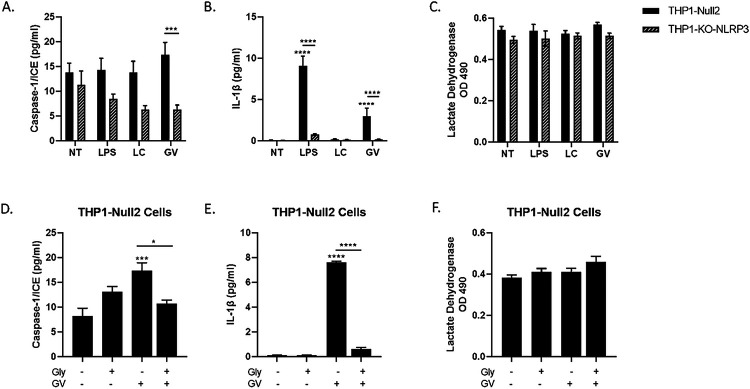
Live *G. vaginalis* induces inflammasome activation in THP-1 monocytes. Exposure to live *G. vaginalis* increases caspase-1 (A) and IL-1β (B) but not cell death (LDH) (C) in THP-null-2 cells. In THP-NLRP3 knockout cells the *G. vaginalis*-mediated increases in inflammasome-associated proteins are significantly reduced (A, B). LPS, included as a positive control, significantly increase IL-1β in THP-null-2 cells which was reduced in THP-NLRP3 knockout cells. Pre-treatment with glybenclamide, a specific NLRP3 inhibitor, significantly reduced the *G. vaginalis*-mediated increase in caspase-1 (D) and IL-1β (E). LDH was unchanged by glybenclamide (F). Values are mean ± SEM. Asterisks over the individual bars represent comparisons to control; asterisks over solid lines represent comparisons between treatment groups. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 7:**
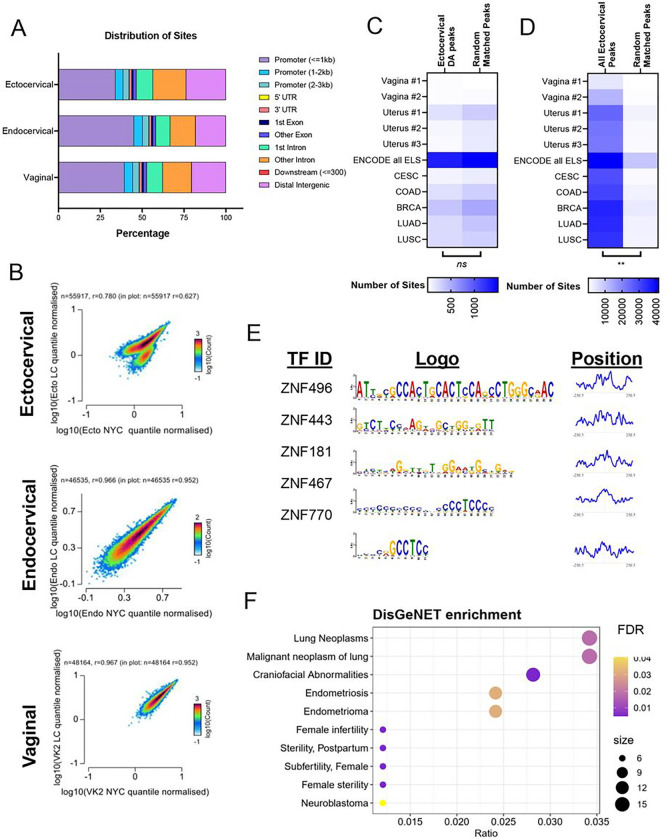
Chromatin accessibility was disrupted primarily in ectocervical cells exposed to *L. crispatus* supernatants. (A) Distribution of consensus sites by percentage. (B) Scatterplot of normalized counts between NYC and *L. crispatus* supernatant treatment by cell type-specific consensus peaks. (C) Distribution of differentially accessible sites in ectocervical cells across the genome. (D) Overlap of differentially accessible sites and matched number of random sites (E) all ectocervical peaks and matched number of random sites with published sites from ENCODE and multiple primary cancer specimens. (F) Motif analysis of downregulated differentially accessible sites with motif logo and graph of positional distribution based on the center of the peak of the top 5 motifs. (G) Bubble chart of DisGeNET enrichment of transcription factors identified by the motif analysis. DA: Differential Accessibility; ELS: Enhancer-like signatures; CESC: Cervical Squamous Cell Carcinoma; COAD: Colon Adenocarcinoma; BRCA: Breast Invasive Carcinoma; LUAD: Lung Adenocarcinoma; LUSC: Lung Squamous Cell Carcinoma.

**Table 1:** Altered Inflammasome-related genes of interest after exposure to live L. crispatus or G. vaginalis

	Ectocervical		Endocervical		Vaginal	
Gene of Interest	LC	GV	LC	GV	LC	GV
NLRP3 associated genes						
NLRP3	0.01	1.44	0.17	1.28	0.08	1.82
NOD1	0.06	0.02	0.32	0.30	−0.05	−0.01
NOD2	−0.11	0.41	1.13	2.29	−0.42	0.17
NEK7	−0.09	0.26	−0.38	−0.39	0.02	0.07
NLRP1 associated genes						
NLRP1	0.008	0.36	0.29	1.21	0.13	0.72
Canonical Inflammasome genes						
Caspase-1	0.15	0.29	−0.17	0.79	−0.31	−0.59
IL-1B	0.16	0.96	0.31	2.06	0.15	1.37
IL-18	−0.01	0.41	−0.22	−0.46	0.16	0.10
IL-1a	0.12	1.29	0.30	2.07	0.23	1.12

Altered genes after exposure to live bacteria are shown as Log2FC from the non-treated control (NTC), gray shading denotes p≤0.01

How the deposited data were processed for this re-analysis (not part of the article)

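The data are RNA sequencing of 63 libraries from ectocervical, endocervical and vaginal epithelial cell lines, with 21 groups of 3 libraries. According to the methods, the authors prepared polyadenylated RNA with a stranded library kit, sequenced single reads, quantified transcripts with Salmon against release 38 of the human genome (GRCh38.p13), summarized them to genes with tximeta and compared groups with DESeq2. The values as deposited by the authors are estimated counts (expected counts) per gene from that quantification, not normalized, not filtered and not rounded. They were assigned to samples by the names of their columns, and 0 columns were left over.

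Estimated counts were rounded to whole numbers, which changed the total of a library by at most 0.000254%. The low-count filter (filterByExpr by group) asks for about 10 counts in a library of median size in as many libraries as a group holds, and for 15 counts over all libraries. Genes below it were left out because a fold change from so few reads is imprecise.

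Counts were scaled by TMM and fitted per cell type with a mean for each of its 7 groups by the quasi-likelihood method of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided) in R 4.3.3. All groups of a cell type share the estimate of the spread because 6 libraries alone leave few degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the paper's limits. The 12 exposure comparisons were made against the paper's controls, and 6 comparisons were made between control groups. CPM values are TMM-scaled and given as mean and SD of 3 libraries. Distances and principal components use log2 CPM. Differences between cell types were tested with interaction terms in one fit of all 63 libraries. Gene lists were tested with camera of limma 3.58.1 on the same fits. The lists, written from gene symbols because no pathway annotation was used here, hold NF-kB pathway genes, chemokine ligands, antimicrobial peptides, inflammasome genes, histone-modifying enzymes, RNA polymerase II machinery, zinc finger genes, histone genes, mitotic spindle genes, interferon-induced genes and circadian clock genes, and their 132 p values were adjusted together. Tables were read with data.table 1.17.8, and gene models and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

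The groups, tests, thresholds, gene lists and most alternatives were fixed before the data were examined, and the differences between cell types with a library left out and at equal totals were added later. The genes named are those the paper names as measured or discusses (22 genes, for some of which its Table 1 and figures had been seen). Added to them are, for each exposure comparison, the 2 called genes with the highest and the 2 with the lowest log2 fold change among those with a mean of at least 2 CPM whose exposed libraries all lie on one side of the control libraries. For genes changed in opposite directions by live *G. vaginalis* and *L. crispatus* supernatants, the 2 with the widest gap per set and cell type were added, among those that meet the same conditions of CPM and separation in both comparisons. Genes whose transcripts share most of their 31-base sequences with other genes are reported as uncertain.

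The alternatives were DESeq2 1.42.0 (Wald test), RLE size factors in place of TMM, no low-count filter, no fold-change minimum, a fit of only the groups compared, a fit of all 63 libraries, the replicate number as a block, NTsup as control of the supernatants, all libraries thinned to the smallest total (12939550 counts), and each library left out in turn. Distances were also taken over 2000 genes, over all genes past the filter and on variance-stabilized values, and gene lists were also tested with fry and with an estimated correlation. The number of splits of 3 against 3 libraries is 10, the real one included. For the interactions the exposure labels were drawn 30 times within each cell type and experiment, the real labels included. The procedure was tested on simulated data with 200 changed genes per comparison, all with at least 2 CPM in NTC and with fold changes above the minimum for calls. It recovered 200, 199 and 199 of them among 17152, 16879 and 16842 genes simulated on live *G. vaginalis* against NTC in ectocervical, endocervical and vaginal cells, and called 2, 2 and 2 unchanged genes. Of 10 gene lists left unchanged in each simulation, 1, 0 and 0 passed the threshold. For the interaction of endocervical with ectocervical cells it recovered 198 of 200 among 18896 genes and called 2 unchanged ones. Recovery of weaker genes or of changes near the minimum was not tested by these simulations. Their genes were drawn independently, so the unchanged lists give no check for lists whose genes vary together. Protein measurements, chromatin accessibility and the experiments on other cells were not analysed here.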

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

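The tests of a batch between control groups, of library composition by the TMM factors, of RNA without a poly(A) tail and of reads moved between near-identical histone genes, and the differences between cell types at equal totals and with a library left out, were chosen after the results were seen. Other splits of the libraries were counted for each comparison of groups, and the 10 possible splits of 3 against 3 libraries cannot give a share under 0.1, so chance cannot be excluded by them for any of these comparisons. The medium of the *L. crispatus* supernatant wells was supplemented with a buffer, and the methods do not say whether the NYCIII wells had it, so an effect of the buffer stays open for every difference between *L. crispatus* supernatants and NYCIII below.

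The paper reports no comparison between its control groups. Between NTsup and NTC, the non-treated cells of the supernatant and of the live bacteria experiment, 73 genes were called in ectocervical cells, 490 in endocervical cells and 29 in vaginal cells. Between NYCIII and NTsup the counts were 6, 10 and 22. Each was reached only by the real split, 1 of 10. For NTsup against NTC, RLE size factors gave 74, 489 and 26 genes, which decides nothing on library composition, since RLE and TMM both correct it. Composition moves all genes of a library together, and the TMM factors of NTsup and NTC libraries differed by at most 0.023, 0.068 and 0.032 on the log2 scale, below the minimum fold change of 1. This argues against library composition as the whole cause. After the trend of the fold changes on gene length and GC content was removed, 69, 476 and 25 of the called genes kept a fold change above the minimum, which argues against such a trend. At equal totals 51, 316 and 16 genes were called. In ectocervical cells this stays within the factor of 1.5 set for counts, and in endocervical and vaginal cells it does not. Unequal depth may account for part of those counts, although thinning lowers the power of every comparison. The endocervical totals lay close, at 32.7 to 34.1 M in NTsup and 34.5 to 39.6 M in NTC. That closeness argues against unequal depth as the whole cause in endocervical cells. These controls come from separate experiments, so a batch of libraries or plates cannot be told apart from the difference between the experiments. Only 3 genes (S100A8, PLA2G4E and MYO15B, named after their values were seen) were called in the same direction in all 3 cell types, and the fold changes of 15979 genes had correlations of 0.0663 to 0.201 between cell types, which does not decide it since batches can differ by cell type. A difference in the handling of the cells, which the design also allows, stays open and untested. With 1 library left out the vaginal count of NTsup against NTC was 17 without NTsup replicate 2, and that of NYCIII against NTsup was 4 without NTsup replicate 2. The endocervical count of NYCIII against NTsup was 45 without NYCIII replicate 1, and the ectocervical 2 without NTsup replicate 3. The growth medium as a cause of the differences between NYCIII and NTsup was not tested further.

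The response of genes the paper names differed between cell types by a test of the interaction. After live *G. vaginalis*, 14 of 21 tested genes differed between ectocervical and endocervical cells, 10 between ectocervical and vaginal cells and 12 between endocervical and vaginal cells. After *L. crispatus* supernatants the numbers were 12, 8 and 12, and after *G. vaginalis* supernatants 10, 11 and 8, in the same order. After live *L. crispatus*, 1 gene differed between ectocervical and endocervical cells (CCL20), 0 between ectocervical and vaginal cells and 0 between endocervical and vaginal cells. Adjusted over the list alone the numbers were 15, 11 and 14 after live *G. vaginalis*, 13, 10 and 12 after *L. crispatus* supernatants, 11, 11 and 9 after *G. vaginalis* supernatants and 4, 0 and 3 after live *L. crispatus*. At equal totals 85 differences passed the threshold, 84 of them among the 98, which argues against unequal depth as the whole cause. Of 30 draws of the exposure labels within each cell type, 1 had as many differences, the real labels. The highest other number was 21. Such draws remove the exposure effect itself along with any difference between cell types. They therefore cannot decide whether the cell types respond equally. The cell types are separate lines handled apart, so a technical difference between their wells cannot be excluded by the interaction, the buffer of the *L. crispatus* supernatant wells was not tested for these genes, and a biological difference between the cell types remains open as an explanation.

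The paper's Discussion names histone genes among those altered after *L. crispatus* supernatants, and the list of all histone genes was treated here as outside the genes it discusses. These genes rose after *L. crispatus* supernatants in ectocervical (median log2 fold change 0.90) and vaginal cells (0.75), and less after live *G. vaginalis* (0.30 and 0.44). For *L. crispatus* supernatants the medians were 0.95 and 0.74 at equal totals and 0.93 and 0.76 against NTsup, which argues against unequal depth and against low values in the NYCIII libraries. Most histone messages lack a poly(A) tail, so a change in how much such RNA entered the libraries may raise them. Other RNAs without a tail had medians of -1.34 and 0.27, but only 6 and 7 could be tested, 4 and 2 of them lower, so this cannot be told apart from a change in transcription. Over the summed CPM of all histone genes the log2 ratio was 0.30 and 0.094, less than the median, as reads moved between near-identical histone genes would give, and as a rise of the weakly expressed ones would give as well. After live *G. vaginalis* the medians at equal totals were 0.27 and 0.45. With the correlation among the genes estimated, their adjusted p was 0.112 and 0.0702. For *L. crispatus* supernatants the buffer was not tested for these genes. The exposure itself, as the difference the design names, stays open and was not tested apart from these explanations.

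Mitotic spindle genes fell after *L. crispatus* supernatants in ectocervical (-0.55) and vaginal cells (-0.35), where the paper's pathway figures show no such term, as well as in endocervical cells (-0.92), where they do. The medians were -0.53, -0.92 and -0.35 at equal totals in ectocervical, endocervical and vaginal cells, -0.44, -0.89 and -0.26 against NTsup and -0.52, -0.85 and -0.35 after the trend on gene length and GC content was removed. These values argue against unequal depth, against high values in the NYCIII libraries and against length and GC content as the whole cause. What stays open is an effect of the supernatant on the cells, such as slower division or lower cell density, which was not tested, an effect of the added buffer, which was not tested for these genes, and any technical difference that follows the groups. After *G. vaginalis* supernatants the medians were -0.11, -0.37 and -0.18, and after live *G. vaginalis* -0.23 in endocervical and -0.14 in vaginal cells. At equal totals they were -0.094, -0.37 and -0.17 and -0.22 and -0.13. For *G. vaginalis* supernatants in ectocervical cells the adjusted p against NTsup was 0.401, so high values in the NYCIII libraries may account for that fall. With the correlation among the genes estimated, the adjusted p was 0.0984, 0.00123 and 0.078 after *G. vaginalis* supernatants and 0.0987 and 0.315 after live *G. vaginalis*. Of these, the endocervical fall after *G. vaginalis* supernatants alone stayed past the threshold. In endocervical cells after live *L. crispatus* the median was -0.064 (adjusted p = 1.75e-05, and 0.216 with that correlation).

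Interferon-induced genes changed in comparisons for which the paper shows no antiviral term. After live *G. vaginalis* their median was -0.20 in ectocervical, 0.67 in endocervical and -0.19 in vaginal cells. It was 0.21 after live *L. crispatus* and 0.72 after *G. vaginalis* supernatants in endocervical cells, and 0.23 after *L. crispatus* supernatants in vaginal cells. After live *L. crispatus* it was -0.033 in ectocervical (adjusted p = 0.00561) and -0.063 in vaginal cells (adjusted p = 0.0088), both toward lower values. The ectocervical adjusted p was 0.322 without NTC replicate 1, and the vaginal 0.118 without live *L. crispatus* replicate 1, 0.0636 without live *L. crispatus* replicate 2 and 0.644 without NTC replicate 2. With the correlation among the genes estimated they were 0.539 and 0.497. At equal totals the medians were -0.19, 0.70 and -0.24 after live *G. vaginalis*, and 0.21, 0.73 and 0.27 in endocervical cells after live *L. crispatus* and after *G. vaginalis* supernatants and in vaginal cells after *L. crispatus* supernatants. For live *L. crispatus* in ectocervical and vaginal cells they were -0.050 and -0.11. With the correlation among the genes estimated, the adjusted p was 0.258, 0.0906 and 0.16 after live *G. vaginalis*, 0.0984 after live *L. crispatus* in endocervical cells, 0.00562 after *G. vaginalis* supernatants and 0.353 after *L. crispatus* supernatants. Interferon-induced genes rise and fall together, so of these changes the rise after *G. vaginalis* supernatants alone stands clear of that correlation. The opposite directions of the cell types after live *G. vaginalis* were not tested as a difference for this list. An effect of the bacteria on interferon signalling, as the difference the design names, stays open and untested, and for *L. crispatus* supernatants an effect of the buffer does as well.

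Circadian clock genes had a median of -0.25 after *L. crispatus* supernatants in ectocervical cells and of 0.12 after live *G. vaginalis* in vaginal cells, and the paper's figures show no such term for these comparisons. At equal totals the medians were -0.41 and 0.13. With the correlation among the genes estimated, the adjusted p was 0.0031 and 0.16. In endocervical cells after *G. vaginalis* supernatants the median was 0.16 (adjusted p = 0.0113, and 0.0676 with that correlation). Clock genes change with the hour of harvest, which is not given for these samples, so a difference in harvest time between groups was not tested and stays open beside an effect of the exposure and, for *L. crispatus* supernatants, of the buffer.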

How the results depend on the processing

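The differences between cell types with a library left out and at equal totals were chosen after the results were seen. No alternative reversed a called direction. All counts stayed within 1.5 times under RLE size factors (33 counts) and, for the supernatants, with NTsup as control (18 counts). Another scaling moved the share of higher among called genes by at most 0.4 percentage points and the median of all genes by at most 0.0149. The numbers of changed counts were 6 with DESeq2, 4 in one fit of all libraries, 9 with only the compared groups fitted, 15 after thinning, 18 without the low-count filter and 31 without a fold-change minimum.

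With DESeq2, the called genes numbered for *G. vaginalis* supernatants 21 in ectocervical, for live *L. crispatus* 4 in vaginal and for NTsup against NTC 42 in ectocervical cells. The genes shared by cell types numbered for *G. vaginalis* supernatants 4 for ectocervical and vaginal cells. Genes with the reverse pattern numbered 9 in ectocervical and 2 in vaginal cells. The cause was not tested.

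In one fit of all 63 libraries, the called genes numbered for live *L. crispatus* 10 in endocervical and for NYCIII against NTsup 16 in endocervical and 41 in vaginal cells. Genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants numbered 7 in ectocervical cells. The cause was not tested.

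With only the 6 libraries of a comparison fitted, the called genes numbered for live *L. crispatus* 1 in ectocervical, 1 in endocervical and 16 in vaginal, for NTsup against NTC 74 in vaginal and for NYCIII against NTsup 6 in endocervical and 55 in vaginal cells. Genes with the reverse pattern numbered 7 in ectocervical and 1 in vaginal and genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants numbered 6 in vaginal cells. Fewer libraries estimate the spread there, and beyond that the cause was not tested.

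With all libraries thinned to the smallest total, the called genes numbered for *G. vaginalis* supernatants 24 in ectocervical and 149 in vaginal, for *L. crispatus* supernatants 371 in vaginal, for live *G. vaginalis* 303 in vaginal, for live *L. crispatus* 2 in endocervical, for NTsup against NTC 316 in endocervical and 16 in vaginal and for NYCIII against NTsup 10 in vaginal cells. The genes shared by cell types numbered for *G. vaginalis* supernatants 5 for ectocervical and endocervical, for *L. crispatus* supernatants 192 for ectocervical and endocervical and 122 for ectocervical and vaginal and for live *G. vaginalis* 89 for ectocervical and vaginal cells. Genes with the reverse pattern numbered 5 in ectocervical and 3 in vaginal and genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants numbered 6 in vaginal cells. Fewer reads lower the power of each test.

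Without the low-count filter, the called genes numbered for *G. vaginalis* supernatants 177 in ectocervical and 483 in endocervical, for live *L. crispatus* 95 in ectocervical, 115 in endocervical and 12 in vaginal, for NTsup against NTC 247 in ectocervical and 52 in vaginal and for NYCIII against NTsup 126 in ectocervical, 126 in endocervical and 66 in vaginal cells. The genes shared by cell types numbered for *G. vaginalis* supernatants 58 for ectocervical and endocervical, 29 for ectocervical and vaginal and 91 for endocervical and vaginal and for live *G. vaginalis* 198 for ectocervical and endocervical cells. Genes with the reverse pattern numbered 30 in ectocervical and 30 in endocervical and genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants numbered 30 in ectocervical and 32 in endocervical cells. More genes with few reads are tested there, and beyond that the cause was not tested.

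Without a fold-change minimum, the called genes numbered for *G. vaginalis* supernatants 1375 in ectocervical, 5045 in endocervical and 2342 in vaginal, for *L. crispatus* supernatants 9116 in ectocervical, 9899 in endocervical and 4475 in vaginal, for live *G. vaginalis* 6169 in ectocervical, 6396 in endocervical and 3998 in vaginal, for live *L. crispatus* 84 in endocervical, for NTsup against NTC 2352 in ectocervical, 6028 in endocervical and 347 in vaginal and for NYCIII against NTsup 210 in ectocervical, 483 in endocervical and 256 in vaginal cells. The genes shared by cell types numbered for *G. vaginalis* supernatants 840 for ectocervical and endocervical, 473 for ectocervical and vaginal and 1049 for endocervical and vaginal, for *L. crispatus* supernatants 5956 for ectocervical and endocervical, 3176 for ectocervical and vaginal and 3197 for endocervical and vaginal and for live *G. vaginalis* 2903 for ectocervical and endocervical, 2261 for ectocervical and vaginal and 2520 for endocervical and vaginal cells. Genes with the reverse pattern numbered 539 in ectocervical, 658 in endocervical and 221 in vaginal and genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants numbered 602 in ectocervical, 695 in endocervical and 313 in vaginal cells. Genes with small changes are called there by construction.

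Same-numbered libraries of different groups share only a number, since their deviations from the group means had correlations of -0.218 to 0.0566 and 0 of 54 were over 0.1. With the replicate number as a block (replicate block), 489, 684 and 478 genes were called after live *G. vaginalis* and 1042, 1586 and 564 after *L. crispatus* supernatants, and no count, list or difference between cell types changed.

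The distance from control changed by more than the spread between replicates in 3 of 12 comparisons over all genes past the filter, to 73.9 for *L. crispatus* supernatants in ectocervical cells, 83.6 for *L. crispatus* supernatants in endocervical cells and 70.8 for live *G. vaginalis* in endocervical cells. A sum over more genes is larger by construction. Over 2000 genes and on variance-stabilized values no distance did.

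The correlation among the genes of a list was estimated for 70 lists and comparisons, some of which had not passed the threshold before. With it, 26 of those that had passed no longer did, and their adjusted p is given here. For antimicrobial peptides it was 0.0676 in ectocervical cells after *L. crispatus* supernatants and 0.0984 in vaginal cells after live *G. vaginalis*. For circadian clock genes it was 0.0676 in endocervical cells after *G. vaginalis* supernatants, 0.123 in endocervical cells after *L. crispatus* supernatants and 0.16 in vaginal cells after live *G. vaginalis*. For histone genes it was 0.112 in ectocervical and 0.0702 in vaginal cells after live *G. vaginalis*. For histone-modifying enzymes it was 0.0984 in ectocervical cells after live *L. crispatus*. For inflammasome genes it was 0.102 in endocervical cells after live *L. crispatus*. For interferon-induced genes it was 0.353 in vaginal cells after *L. crispatus* supernatants, 0.258 in ectocervical, 0.0906 in endocervical and 0.16 in vaginal cells after live *G. vaginalis* and 0.539 in ectocervical, 0.0984 in endocervical and 0.497 in vaginal cells after live *L. crispatus*. For mitotic spindle genes it was 0.0984 in ectocervical and 0.078 in vaginal cells after *G. vaginalis* supernatants, 0.0987 in endocervical and 0.315 in vaginal cells after live *G. vaginalis* and 0.216 in endocervical cells after live *L. crispatus*. For RNA polymerase II machinery it was 0.102 in ectocervical cells after *G. vaginalis* supernatants and 0.0601 in ectocervical and 0.088 in endocervical cells after live *L. crispatus*. For zinc finger genes it was 0.309 in ectocervical cells after *L. crispatus* supernatants and 0.16 in ectocervical cells after live *G. vaginalis*. The genes of these lists vary together, which the preset correlation leaves out. With fry, the adjusted p fell under the threshold in these comparisons. For histone-modifying enzymes it was 0.011 in ectocervical and 4.03e-07 in endocervical cells after *L. crispatus* supernatants. For RNA polymerase II machinery it was 4.28e-05 in endocervical cells after *L. crispatus* supernatants. It was no longer under the threshold in these. For histone-modifying enzymes it was 0.05 in ectocervical cells after live *L. crispatus*. For interferon-induced genes it was 0.492 in ectocervical and 0.398 in vaginal cells after live *L. crispatus*. For mitotic spindle genes it was 0.0579 in endocervical cells after live *L. crispatus*. Fry tests the list by itself and camera against all other genes. Against NTsup, the adjusted p after *G. vaginalis* supernatants in ectocervical cells was 0.401 for mitotic spindle genes and 0.0936 for RNA polymerase II machinery, and the cause was not tested.

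With each library left out in turn (leave-one-out), 28 of 288 counts, 19 of 420 tests of lists and 3 of 198 numbers of differences between cell types changed, and the ranges of those results follow. For counts they were genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants, ectocervical, 7 (without NTC replicate 3) to 15 (without *L. crispatus* supernatant replicate 2); genes lower after live *G. vaginalis* and higher after *L. crispatus* supernatants, ectocervical, 8 (without NTC replicate 2) to 14 (without *L. crispatus* supernatant replicate 2); called genes, *G. vaginalis* supernatants against NYCIII, ectocervical, 19 (without *G. vaginalis* supernatant replicate 1) to 39 (without NYCIII replicate 1); genes shared, *G. vaginalis* supernatants, ectocervical and vaginal, 5 (without *G. vaginalis* supernatant replicate 1) to 10 (without NYCIII replicate 2); called genes, NYCIII against NTsup, ectocervical, 2 (without NTsup replicate 3) to 12 (without NYCIII replicate 1); genes higher after live *G. vaginalis* and lower after *L. crispatus* supernatants, endocervical, 13 (without live *G. vaginalis* replicate 3) to 23 (without NYCIII replicate 3); called genes, live *L. crispatus* against NTC, endocervical, 4 (without live *L. crispatus* replicate 1) to 42 (without live *L. crispatus* replicate 3); called genes, NYCIII against NTsup, endocervical, 5 (without NYCIII replicate 3) to 45 (without NYCIII replicate 1); genes lower after live *G. vaginalis* and higher after *L. crispatus* supernatants, vaginal, 2 (without NYCIII replicate 2) to 7 (without live *G. vaginalis* replicate 1); called genes, NTsup against NTC, vaginal, 17 (without NTsup replicate 2) to 25 (without NTC replicate 3); called genes, NYCIII against NTsup, vaginal, 4 (without NTsup replicate 2) to 26 (without NYCIII replicate 1). For the adjusted p of lists they were RNA polymerase II machinery, *G. vaginalis* supernatants, ectocervical, 0.0175 (without *G. vaginalis* supernatant replicate 3) to 0.0621 (without *G. vaginalis* supernatant replicate 2); histone-modifying enzymes, live *L. crispatus*, ectocervical, 0.029 (without NTC replicate 3) to 0.132 (without NTC replicate 2); interferon-induced genes, live *L. crispatus*, ectocervical, 0.00017 (without NTC replicate 2) to 0.322 (without NTC replicate 1); zinc finger genes, *L. crispatus* supernatants, ectocervical, 0.0152 (without *L. crispatus* supernatant replicate 2) to 0.0938 (without *L. crispatus* supernatant replicate 1); inflammasome genes, live *L. crispatus*, endocervical, 0.00203 (without NTC replicate 2) to 0.112 (without live *L. crispatus* replicate 3); RNA polymerase II machinery, live *L. crispatus*, endocervical, 0.0101 (without NTC replicate 1) to 0.145 (without NTC replicate 2); circadian clock genes, *L. crispatus* supernatants, endocervical, 0.00609 (without NYCIII replicate 3) to 0.0709 (without *L. crispatus* supernatant replicate 3); interferon-induced genes, live *L. crispatus*, vaginal, 4.62e-05 (without NTC replicate 1) to 0.644 (without NTC replicate 2). For differences between cell types they were differences of named genes between cell types, *L. crispatus* supernatants, ectocervical and vaginal, 5 (without NYCIII replicate 2) to 8 (without *L. crispatus* supernatant replicate 1); differences of named genes between cell types, live *L. crispatus*, endocervical and vaginal, 0 (without live *L. crispatus* replicate 1) to 1 (without live *L. crispatus* replicate 3). The cause was not tested.

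For single named genes, 36 fits with a library left out took a call away and 8 added one, while 1180 changed none. DESeq2 took 1 call away and added 4, and NTsup as control took 6 away and added 2. TNF and NLRP3 in endocervical cells and NLRC4 in all 3 cell types fell below the low-count filter.

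Among the 10 splits of the libraries of a comparison, as many genes as in the real split were called in 1 for live *G. vaginalis*, *L. crispatus* supernatants and *G. vaginalis* supernatants in each cell type. For live *L. crispatus* it was 2 in endocervical cells. In ectocervical and vaginal cells 0 genes were called after live *L. crispatus*, so all 10 splits call as many by construction and test nothing. For NF-kB pathway genes and chemokine ligands after both *G. vaginalis* exposures 1 split had a p as small. For *L. crispatus* supernatants in ectocervical, endocervical and vaginal cells, 5, 3 and 10 splits did for histone-modifying enzymes, 10, 5 and 6 for RNA polymerase II machinery and 6, 10 and 10 for zinc finger genes. Chance cannot be excluded for any of the others by 10 splits, and for the zinc finger genes in ectocervical cells most splits do as well as the real one.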

Differences from the paper's values

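Of the 52 log2 fold changes in the paper's Table 1 that could be set beside values here, 19 differ (9 for live *G. vaginalis* and 10 for live *L. crispatus*), and 9 of these have the opposite sign. Both sets are log2 fold changes against NTC, and the median gap over the table is 0.055. A log2 fold change is counted as different where its sign differs or the gap exceeds the SD between replicates, and a count where one number is more than 1.5 times the other or only one of them is 0. NLRP3 in endocervical cells lies below the low-count filter, so the paper's values for it were not counted. Without that filter its change was 1.49 (standard error 0.89, adjusted p = 0.31) here after live *G. vaginalis*, where the paper gives 1.28, and 0.23 (standard error 0.96, adjusted p = 1) after live *L. crispatus*, where it gives 0.17. Of the numbers read by eye, 3 of 12 differ in Fig. 1D to F, 8 of 28 in Fig. 1G to J and 4 of 21 in Fig. 1K to M.

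The log2 fold change of NLRP3 was -0.017 in ectocervical cells after live *L. crispatus*, where the paper's value is 0.01 and 2.02 in vaginal cells after live *G. vaginalis*, where the paper's value is 1.82. Of the 7 alternatives set before the data were examined, thinning to the smallest total alone brings the value within the paper's for ectocervical cells after live *L. crispatus* and vaginal cells after live *G. vaginalis*, and the other alternatives do not. With a library left out, 3 of 6 fits do so for ectocervical cells after live *L. crispatus* and 1 of 6 fits do so for vaginal cells after live *G. vaginalis*. The log2 fold change of NOD1 was -0.19 in ectocervical cells after live *G. vaginalis*, where the paper's value is 0.02; 0.20 in endocervical cells after live *L. crispatus*, where the paper's value is 0.32; 0.071 in vaginal cells after live *G. vaginalis*, where the paper's value is -0.01. Of the 7 alternatives set before the data were examined, thinning to the smallest total alone brings the value within the paper's for vaginal cells after live *G. vaginalis*, and the other alternatives do not. None does for the others. The log2 fold change of NOD2 was 0.26 in ectocervical cells after live *L. crispatus*, where the paper's value is -0.11; 0.52 in endocervical cells after live *L. crispatus*, where the paper's value is 1.13; 1.81 in endocervical cells after live *G. vaginalis*, where the paper's value is 2.29; 0.25 in vaginal cells after live *L. crispatus*, where the paper's value is -0.42; 0.86 in vaginal cells after live *G. vaginalis*, where the paper's value is 0.17. None of the 7 alternatives set before the data were examined brings any of them within the paper's.

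The log2 fold change of NEK7 was 0.0097 in ectocervical cells after live *L. crispatus*, where the paper's value is -0.09; -0.22 in endocervical cells after live *L. crispatus*, where the paper's value is -0.38; -0.023 in vaginal cells after live *G. vaginalis*, where the paper's value is 0.07. Of the 7 alternatives set before the data were examined, thinning to the smallest total alone brings the value within the paper's for vaginal cells after live *G. vaginalis*, and the other alternatives do not. None does for the others. With a library left out, 2 of 6 fits do so for ectocervical cells after live *L. crispatus*, 2 of 6 fits do so for endocervical cells after live *L. crispatus* and 2 of 6 fits do so for vaginal cells after live *G. vaginalis*. The log2 fold change of NLRP1 was 1.05 in endocervical cells after live *G. vaginalis*, where the paper's value is 1.21. None of the 7 alternatives set before the data were examined brings it within the paper's. The log2 fold change of CASP1 was 0.037 in ectocervical cells after live *L. crispatus*, where the paper's value is 0.15; 0.18 in ectocervical cells after live *G. vaginalis*, where the paper's value is 0.29; 0.14 in endocervical cells after live *L. crispatus*, where the paper's value is -0.17; -0.054 in vaginal cells after live *L. crispatus*, where the paper's value is -0.31; 0.16 in vaginal cells after live *G. vaginalis*, where the paper's value is -0.59. None of the 7 alternatives set before the data were examined brings any of them within the paper's.

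For the counts, the alternatives are those set before the data were examined. The number of called genes after live *L. crispatus* in ectocervical cells was 0 here and is about 10 in Fig. 1D, read by eye. None of 8 alternatives brings it within the paper's. The number of called genes after live *L. crispatus* in endocervical cells was 5 here and is about 20 in Fig. 1E, read by eye. None of 8 alternatives brings it within the paper's. The number of called genes after live *L. crispatus* in vaginal cells was 0 here and is about 11 in Fig. 1F, read by eye. Of 8 alternatives, no low-count filter and the fit of only the compared groups bring it within the paper's and the other 6 do not. The paper's text gives *L. crispatus* supernatants the highest number of called genes in each cell type. In vaginal cells its Fig. 1F, read by eye, has about 450 after live *G. vaginalis* and about 420 after *L. crispatus* supernatants, the reverse of that order, while the numbers here were 488 and 582, in the order of the text.

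The next counts are of genes called in some cell types and not in others. For ectocervical cells only after live *L. crispatus*, the number was 0 here and is about 8 in Fig. 1G, read by eye. None of 8 alternatives brings it within the paper's. For endocervical cells only after live *L. crispatus*, the number was 5 here and is about 19 in Fig. 1G, read by eye. None of 8 alternatives brings it within the paper's. For vaginal cells only after live *L. crispatus*, the number was 0 here and is about 5 in Fig. 1G, read by eye. Of 8 alternatives, DESeq2 brings it within the paper's and the other 7 do not. For ectocervical cells only after live *G. vaginalis*, the number was 319 here and is about 190 in Fig. 1H, read by eye. Of 8 alternatives, DESeq2, the fit of only the compared groups and thinning to the smallest total bring it within the paper's and the other 5 do not, while 1 of 18 fits with a library left out do. For ectocervical and vaginal cells only after live *G. vaginalis*, the number was 57 here and is about 37 in Fig. 1H, read by eye. Of 8 alternatives, DESeq2, the fit of only the compared groups, the fit of all libraries, the replicate block and thinning to the smallest total bring it within the paper's and the other 3 do not, while 11 of 18 fits with a library left out do. For ectocervical and endocervical cells only after *L. crispatus* culture supernatants, the number was 198 here and is about 130 in Fig. 1I, read by eye. Of 9 alternatives, the fit of only the compared groups, thinning to the smallest total and NTsup as control bring it within the paper's and the other 6 do not, while 6 of 18 fits with a library left out do. For endocervical and vaginal cells only after *L. crispatus* culture supernatants, the number was 98 here and is about 61 in Fig. 1I, read by eye. Of 9 alternatives, the fit of only the compared groups and thinning to the smallest total bring it within the paper's and the other 7 do not, while 4 of 18 fits with a library left out do. For ectocervical and vaginal cells only after *G. vaginalis* culture supernatants, the number was 1 here and is about 3 in Fig. 1J, read by eye. Of 9 alternatives, the fit of only the compared groups and the fit of all libraries bring it within the paper's and the other 7 do not, while 2 of 18 fits with a library left out do.

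For the genes called after some exposures and not after others, in ectocervical cells, the number called after live *G. vaginalis* and *L. crispatus* culture supernatants only was 144 here and is about 91 in Fig. 1K, read by eye. Of 9 alternatives, DESeq2, the fit of only the compared groups and thinning to the smallest total bring it within the paper's and the other 6 do not, while 8 of 18 fits with a library left out do. In ectocervical cells, the number called after live *G. vaginalis*, *L. crispatus* culture supernatants and *G. vaginalis* culture supernatants only was 9 here and is about 4 in Fig. 1K, read by eye. Of 9 alternatives, the fit of all libraries and NTsup as control bring it within the paper's and the other 7 do not, while 5 of 18 fits with a library left out do. In endocervical cells, the number called after *L. crispatus* culture supernatants and *G. vaginalis* culture supernatants only was 51 here and is about 23 in Fig. 1L, read by eye. Of 9 alternatives, thinning to the smallest total and NTsup as control bring it within the paper's and the other 7 do not, while 1 of 18 fits with a library left out do. In vaginal cells, the number called after *L. crispatus* culture supernatants and *G. vaginalis* culture supernatants only was 15 here and is about 23 in Fig. 1M, read by eye. Of 9 alternatives, no low-count filter, the fit of all libraries and NTsup as control bring it within the paper's and the other 6 do not, while 8 of 18 fits with a library left out do.

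Of 23 directions the paper states for CCL20, SLPI, LCN2 and S100A8, 21 were as stated and 2 were opposite. The paper states that CCL20 is lower in endocervical cells after live *L. crispatus* and after *L. crispatus* supernatants. It was higher here in both, with log2 fold changes of 1.50 and 1.02, and no alternative changed this direction. Each of the 27 gene and exposure cells with an asterisk in the paper's Fig. 3 passed the threshold here, among 48, and 3 cells without one passed it as well. These are SLPI (0.73), LCN2 (0.57) and S100A8 (-0.51) in ectocervical cells after *L. crispatus* supernatants, where the paper states that S100A8 is not lower.

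The paper's text names CCL20 and S100A8 as the transcripts higher in ectocervical cells after *G. vaginalis* supernatants, while SLPI (0.30) and LCN2 (0.30) passed the threshold here too, as marked in its Fig. 3. The paper counts CASP1 among the genes higher after live *G. vaginalis*. In vaginal cells its log2 fold change was 0.16 here with an adjusted p of 0.181, and it passed the threshold only in the fit of all libraries, while in ectocervical and endocervical cells it passed.

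The paper relates *L. crispatus* supernatants to higher expression of genes for histone modification, RNA polymerase II transcription and DNA binding. By camera, zinc finger genes in ectocervical cells passed the threshold here (adjusted p = 0.0382, and 0.0938 without *L. crispatus* supernatant replicate 1), and histone-modifying enzymes and RNA polymerase II machinery did in no cell type. Fry calls histone-modifying enzymes higher in ectocervical (adjusted p = 0.011) and endocervical cells (adjusted p = 4.03e-07), and RNA polymerase II machinery lower in endocervical cells. The lists used here are not the paper's pathway terms.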

Other observations

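The tests of the buffer and of material carried over between wells were chosen after the results were seen.

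In endocervical cells after *L. crispatus* supernatants, where the paper's pathway figure shows antiviral, spindle and circadian terms, interferon-induced genes had a median log2 fold change of 1.85 (45 of 45 genes higher, adjusted p = 1.45e-113) and circadian clock genes of -0.10 (9 of 22 genes higher, adjusted p = 0.0369, and 0.0709 without *L. crispatus* supernatant replicate 3). For the interferon-induced genes the median was 1.86 at equal totals, 1.73 against NTsup, at the lowest 1.79 with 1 of the 6 libraries left out, and 1.85 after the trend on gene length and GC content was removed. These values argue against unequal depth, low values in the NYCIII libraries, a single library and length or GC content as the cause. The medium of *L. crispatus* supernatants was supplemented with a buffer, which may act on the cells by itself, and the methods do not say whether the NYCIII wells had it. In ectocervical cells, whose wells had the same buffer, the median was -0.15, but cell types can respond differently, so the buffer cannot be told apart from the bacterial products. An effect of those products is the explanation the design names, and it was not tested apart from the buffer.

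In endocervical cells after live *L. crispatus*, chemokine ligands had a higher median (0.41), and 0.61 at equal totals, which argues against unequal depth. Material carried over from the live *G. vaginalis* wells was a possible source, since the same genes rose there. Of 47 genes raised by live *G. vaginalis*, 40.4% lay more than 2 standard errors from a common share of that rise, where the median share was 5.55%. The shares ran from 0.413% (CSF3) to 15.9% (MX2), all toward the live *G. vaginalis* values. Mixed RNA or reads would give every gene the same share, so the values argue against such mixing as the whole cause. Genes could respond unequally to carried-over bacteria or their products, which this test therefore cannot exclude. An effect of live *L. crispatus* on these cells stays open and was not tested further.

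The paper cites another study for HDAC4 and EP300 in vaginal cells. After *L. crispatus* supernatants HDAC4 changed by 0.27 (standard error 0.059, adjusted p = 0.000554) in ectocervical, 0.067 (adjusted p = 0.604) in endocervical and -0.15 (adjusted p = 0.399) in vaginal cells, and EP300 by 0.14 (standard error 0.036, adjusted p = 0.0026), 0.29 (adjusted p = 4.08e-05) and -0.0012 (adjusted p = 0.998). EP300 in the vaginal *L. crispatus* supernatant libraries was at 126 ± 63.2 CPM (SD, n = 3) against 126 ± 12.9 CPM in NYCIII.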
